# Developmental changes in the transcriptome of the rat choroid plexus in relation to neuroprotection

**DOI:** 10.1186/2045-8118-10-25

**Published:** 2013-08-01

**Authors:** Ingrid Kratzer, Shane A Liddelow, Norman R Saunders, Kate M Dziegielewska, Nathalie Strazielle, Jean-Francois Ghersi-Egea

**Keywords:** Cerebrospinal fluid, Development, Efflux transporter, Multidrug resistance, Detoxification, Drug metabolizing enzymes, Antioxidant

## Abstract

**Background:**

The choroid plexuses are the interface between the blood and the cerebrospinal fluid (CSF) contained within the ventricular spaces of the central nervous system. The tight junctions linking adjacent cells of the choroidal epithelium create a physical barrier to paracellular movement of molecules. Multispecific efflux transporters as well as drug-metabolizing and antioxidant enzymes functioning in these cells contribute to a metabolic barrier. These barrier properties reflect a neuroprotective function of the choroid plexus. The choroid plexuses develop early during embryogenesis and provide pivotal control of the internal environment throughout development when the brain is especially vulnerable to toxic insults. Perinatal injuries like hypoxia and trauma, and exposure to drugs or toxic xenobiotics can have serious consequences on neurogenesis and long-term development. The present study describes the developmental expression pattern of genes involved in the neuroprotective functions of the blood–CSF barrier.

**Methods:**

The transcriptome of rat lateral ventricular choroid plexuses isolated from fifteen-day-old embryos, nineteen-day old fetuses, two-day old pups, and adults was analyzed by a combination of Affymetrix microarrays, Illumina RNA-Sequencing, and quantitative RT-PCR.

**Results:**

Genes coding for proteins involved in junction formation are expressed early during development. Overall perinatal expression levels of genes involved in drug metabolism and antioxidant mechanisms are similar to, or higher than levels measured in adults. A similar developmental pattern was observed for multispecific efflux transporter genes of the *Abc* and *Slc* superfamilies. Expression of all these genes was more variable in choroid plexus from fifteen-day-old embryos. A large panel of transcription factors involved in the xenobiotic- or cell stress-mediated induction of detoxifying enzymes and transporters is also expressed throughout development.

**Conclusions:**

This transcriptomic analysis suggests relatively well–established neuroprotective mechanisms at the blood-CSF barrier throughout development of the rat. The expression of many transcription factors early in development raises the possibility of additional protection for the vulnerable developing brain, should the fetus or newborn be exposed to drugs or other xenobiotics.

## Background

Choroid plexuses form the main interface between the blood and cerebrospinal fluid (CSF) and participate in the control of brain homeostasis. In the rat, choroid plexuses of the fourth, lateral, and third ventricles appear in embryos on day 12, 13 and 16, respectively [1]. In human, choroid plexuses develop around week 6–7 of gestation [2]. Selective influx transport and secretion mechanisms confer on the choroidal epithelium an important role in supply of nutrient and bioactive molecules to the developing brain [3,4]. The choroid plexuses also produce and secrete most of the CSF through the combined activity of various enzymes, transporters and ion channels located in the epithelial cells [5]. The rate of CSF secretion increases around birth in most mammals [6,7].

In addition to these secreting and supplying activities, the choroid plexuses fulfill neuroprotective functions both as a physical and as a biochemical barrier between the blood and the nascent CSF [8] (Figure 1). Transmission electron microscopy combined with the use of electron–dense tracers [9] and freeze–fracture electron microscopy [10,11] demonstrated that the tight junctions (TJ), which link adjacent epithelial cells, constitute the anatomical basis of this barrier. This physical barrier appears efficient in preventing the paracellular leakage of low molecular weight molecules from the earliest stages of plexus development [12-14]. The molecular composition of choroidal TJs is regulated during development, as exemplified by the coordinated up– or down–regulation of specific pore–forming and tightening claudins that make up the core of the junctional complex [15]. In addition to this physical barrier, a number of antioxidant and drug metabolizing enzymes, and a wide variety of multispecific efflux transporters participate in the neuroprotective and detoxifying functions (Figure 1, Table 1). Efflux transporters eliminate endogenous bioactive metabolites and xenobiotics from the CSF or prevent their entry through the choroidal epithelium. They include primary energy-dependent unidirectional transport pumps of the ATP-binding cassette (ABC) transporter superfamily such as Abcc1 ^a^ and Abcc4 [16,17], as well as multispecific transporters of the solute carrier (Slc) family, such as Slco1a5, Slc22a8 [18,19], or Slc15a2 [20]. Activities of the antioxidant enzymes epoxide hydrolases and glutathione peroxidases, and of drug-conjugating enzymes are high in the choroid plexuses [21]. Conjugation to glutathione or glucuronic acid, coupled with a basolateral efflux of the produced metabolites, forms an efficient enzymatic barrier to the entry of conjugating enzyme substrates into the CSF [22,23].

**Figure 1:**
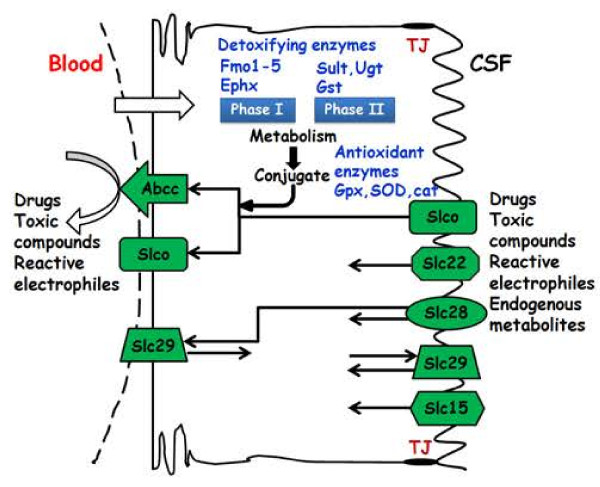
**Schematic representation of neuroprotective mechanisms at the blood-CSF barrier.** In addition to tight junctions (red) that prevent non-specific paracellular diffusion, a wide variety of multispecific efflux transporters (green), as well as antioxidant and drug metabolizing enzymes (blue), participate in the neuroprotective and detoxifying functions of the choroid plexus. Only the most documented mechanisms are represented on the scheme (see text for details and Table 1 for a description of enzyme and transporter families).

**Table 1:** List of gene official symbols and aliases

***Gene-symbol***	**Aliases**	**mRNA ID**
**ABC transporters**		
*Abcb1b*	Mdr1, Pgy1, Abcb1	NM_012623
*Abcc1*	Mrp1	NM_022281
*Abcc3*	Mlp2, Mrp3	NM_080581
*Abcc4*	Mrp4	NM_133411
*Abcc5*	Mrp5, Abcc5a	NM_053924
*Abcc9*	Sur2	NM_013040
*Abcc10*	Mrp7	NM_001108201
*Abcg2*	BCRP1	NM_181381
**Solute carriers: organic anion transporting polypeptides**		
*Slco2a1*	Slc21a2, Matr1	NM_022667
*Slco1a3*	Slc21a4	NM_030837
*Slco1a4*	Slc21a5, Oatp2	NM_131906
*Slco1a5*	Slc21a7, Oatp3	NM_030838
*Slco2b1*	Slc21a9, moat1	NM_080786
*Slco3a1*	Slc21a11, Oatp3a1	NM_177481
*Slco1c1*	Bsat1, Slc21a14, Oatp14	NM_053441
**Solute carriers: organic anion /cation/zwitterion transporters**		
*Slc22a2*	OCT2	NM_031584
*Slc22a4*	Octn1	NM_022270
*Slc22a5*	Octn2, CT1, UST2r	NM_019269
*Slc22a6*	Oat1, Paht, Roat, Orctl1	NM_017224
*Slc22a7*	Oat2	NM_053537
*Slc22a8*	Oat3, Roct	NM_031332
*Slc22a12*	Rst	NM_001034943
*Slc22a15*		NM_001107707
*Slc22a17*	Boct, 24p3R	NM_177421
*Slc22a25*	Ust1, Slc22a9	NM_138908
**Solute carriers: nucleoside and peptide transporters**		
*Slc15a2*	Pept2	NM_031672
*Slc28a2*	Cnt2	NM_031664
*Slc28a3*	Cnt3	NM_080908
*Slc29a1*	Ent1	NM_031684
*Slc29a2*	Ent2	NM_031738
*Slc29a3*	Ent3	NM_181639
*Slc29a4*		NM_001105911
**Cytochrome P450s, epoxide hydrolases, flavin-containing monooxygenases**		
*Cyp1b1*		NM_012940
*Cyp2d4*	Cyp2d6, Cyp2d18 Cyp2d22	NM_138515
*Cyp2j4*	CYP2J2	NM_023025
*Cyp2u1*		NM_001024779
*Ephx1*, transcript variant 1	MEH8	NM_001034090
*Ephx1*, transcript variant 2		NM_012844
*Ephx2*	CEH, SEH	NM_022936
*Fmo1*	RFMO1A	NM_012792
*Fmo2*		NM_144737
*Fmo3*		NM_053433
*Fmo4*, transcript variant 1		NM_144562
*Fmo4*, transcript variant 2		NM_144561
*Fmo5*		NM_144739
**UDP-glucuronosyltransferases and sulfotransferases transferases**		
*Ugt1a1*	UDPGT 1-1	NM_012683
*Ugt1a2*	UDPGT 1-2	NM_201423
*Ugt1a3*	UDPGT 1-3	NM_201424
*Ugt1a5*	UDPGT 1-5	NM_001039549
*Ugt1a6*	UDPGT 1-6	NM_057105
*Ugt1a7c*	UDPGT 1-7	NM_130407
*Ugt1a8*	UDPGT 1-8	NM_175846
*Ugt1a9*		NM_201425
*Ugt2a1*	Ugt2a1p	NM_022228
*Sult1a1*	Stm, Stp1, ASTIV, Mx-ST, PST-1	NM_031834
*Sut1d1*	Sultn, Sult-n	NM_021769
*Sult5a1*		NM_001106194
**Glutathione S-transferases (GSTs) and glutathione-synthesis related genes**		
*Gsta1*		NM_017013
*Gsta2*		LOC494499
*Gsta3*	Yc1	NM_031509
*Gsta4*		NM_001106840
*Gstm1*		NM_017014
*Gstm2*		NM_177426
*Gstm3*	GstYb4	NM_020540
*Gstm4*		NM_001024304
*Gstm5*		NM_172038
*Gstm7*		NM_031154
*Gstp1*	Gst3, Gstp, Gstp2	NM_012577
*Mgst1*		NM_134349
*Mgst2*		NM_001106430
*Mgst3*		NM_001191594
*Gss*		NM_012962
*Gclc*	Glclc	NM_012815
*Gclm*	Glclr	NM_017305
**Heme oxygenases, biliverdin reductase**		
*Hmox1*	Ho1, Heox, Hmox, Ho-1, HEOXG	NM_012580
*Hmox2*	Ho-2	NM_024387
*Hmox3*	HO-3	AF058787
*Blvra*		NM_053850
*Blvrb*		NM_001106236
**Glutathione peroxidases and –reductase**		
*Gpx1*	GSHPx, GSHPx-1	NM_030826
*Gpx3*	Gpxp, GPx-P, GSHPx-3, GSHPx-P	NM_022525
*Gpx4*	Phgpx, gpx-4, snGpx	NM_017165
*Gpx7*		NM_001106673
*Gpx8*		NM_001106411
*Gsr*		NM_053906
*Sod1*	CuZnSOD	NM_017050
*Sod2*		NM_017051
*Sod3*		NM_012880
*Cat*	CS1, Cas1,Catl, Cs-1, Cat01	NM_012520
**Regulatory transcription factors**		
*Nr1i2*	PXR	NM_052980
*Nr1i3*	CAR	NM_022941
*Rxra*		NM_012805
*Ppara*	Nr1c1, Ppar	NM_013196
*Nr3c1*	GR, Grc, Grl	NM_012576
*Cebpb*	LAP, TCF5, Il6dbp, NF-IL6	NM_024125
*Ahr*	AhR	NM_013149
*Arnt*	Arnt1	NM_012780
*Nfe2l2*	Nrf2	NM_031789
*Hif1a*	MOP1	NM_024359
*Tp53*	p53, Trp53	NM_030989
**Monoamine oxidases, dopa decarboxylase, catechol-O-methyltransferase**		
*Maoa*	Mao	NM_033653
*Maob*		NM_013198
*Ddc*		NM_012545
*Comt*		NM_012531
**Tight junction-associated genes**		
*Cldn1*		NM_031699
*Cldn2*		NM_001106846
*Cldn3*		NM_031700
*Cldn6*		NM_001102364
*Cldn9*		NM_001011889
*Cldn10*		NM_001106058
*Cldn11*		NM_053457
*Cldn12*		NM_001100813
*Cldn19*		NM_001008514
*Cldn22*		NM_001110143
*Marveld1*	Mrvldc1	NM_001107590
*Marveld2*	Mrvldc2, Tric	NM_001108936
*Marveld3*		NM_001109132
*Ocln*		NM_031329
*Lsr*	Lisch7	NM_032616
*Tjp1*	ZO-1	NM_001106266
*Tjp2*	ZO-2	NM_053773
*Tjp3*	ZO-3	NM_001108073
*F11r*	Jam1	NM_053796
*Jam2*		NM_001034004

The molecular identification of all transporters and drug metabolizing enzymes in the choroid plexus fulfilling a biochemical barrier function at the interface between blood and CSF remains incomplete. Data on the developmental expression pattern of these genes are even scarcer. *Abcc1*, *Abcc4* and *Abcg2* transcripts are detected in rat choroid plexuses as early as embryonic day 15. *Abcg2* expression is highest at this stage and subsequently declines in the adult [24]. The *Abcc1* gene is well expressed and its protein product already localized at the basolateral blood–facing membrane of the choroidal epithelium in both newborn rats [24,25], and human neonates [26]. The enzymatic activity of the sulfotransferase Sult1a1, which conjugates phenolic drugs with sulfate, is high in human fetal choroid plexuses [27]. High glutathione-*S*-transferase (GST) activity is detected in choroid plexuses of newborn rats and human fetuses [23]. These currently available data on choroidal transport and detoxification activities at embryonic and perinatal stages suggest that a functional biochemical barrier supported by various enzymatic pathways could contribute substantially to the protection of the developing brain.

The central nervous system is especially vulnerable to perinatal injuries, including hypoxia, systemic inflammation and traumatic brain injury. Maternal exposure to neurotoxic compounds and drugs can have dramatic consequences for neurogenesis, leading to irreparable long-term neurodevelopmental disorders [28]. The purpose of the present study was to expand our knowledge of neuroprotective mechanisms at the blood-CSF barrier in the developing brain and our understanding of the factors setting the cerebral bioavailability of drugs in the context of pediatric treatments. We have established the developmental expression profiles of genes involved in drug transport and detoxification in the choroidal tissue. We have combined data obtained from Illumina RNA-Seq (high throughput RNA sequencing) and Affymetrix microarray technologies developed in two independent laboratories and analyzed by quantitative real-time PCR (qRT-PCR) additional transcripts not represented on the array. The genes included in the analysis were selected for their involvement in drug/xenobiotic transport or in detoxification pathways. The transcription of some of these genes is known to be regulated in peripheral organs under various physiological and pathological stimuli, and can also be pharmacologically modulated [29-31]. For this reason, transcription factors involved in the regulation of drug metabolizing enzymes and transporters were included in this study.

## Materials and methods

### Tissue collection and RNA extraction

Animal care and procedures were conducted according to the guidelines approved by the French ethical committee (decree 87–848), by the European Community (directive 86-609-EEC) and the University of Melbourne Animal Ethics Committee based on National Health and Medical Research Council guidelines. Sprague–Dawley rats, either adult males, pregnant time-dated females, or females with their litter, were obtained from Janvier (Le Genest Saint Isle, France) or the Biomedical Research Facility at the University of Melbourne (Victoria, Australia). All animals were kept under similar conditions in standard cages, with free access to food and tap water under a controlled environment (12 h day/light cycles). Choroid plexuses of the lateral ventricle were dissected under a stereomicroscope from two-day-old (P2) and adult rats as previously described and illustrated [3,22,32]. Timed-pregnant female rats were anesthetized with inhaled isoflurane and body temperature maintained with a heated pad. Fifteen-day-old (E15) embryos and nineteen-day-old (E19) fetuses were removed one by one from the mother and used for brain sampling and microdissection of the choroid plexuses [33]. All steps were performed under RNAse-free conditions. The collected tissues were snap-frozen in liquid nitrogen and kept at −80°C until use.

For Affymetrix microarrays, choroid plexuses were pooled from 3 (adult) or 5 (developing) animals. Total RNA was isolated from two pools of choroid plexuses sampled from E19, P2, or adult rats using the RNeasy® Micro Kit (Qiagen, Valencia, CA, USA), and DNAse-treated according to the manufacturer’s protocol. qRT-PCR analysis was performed on four (P2, adult) or three (embryonic) pools of mRNA. For Illumina RNA-Seq, three pooled samples of ten lateral ventricular choroid plexuses from each E15 and adult age were used. Total RNA was extracted using the RNeasy Plus Mini Kit, Qiashredder columns and gDNA removal columns (Qiagen, Valencia, CA, USA) according to standard supplier protocols. All RNA samples were quantified using a NanoDrop 2000c spectrophotometer (Thermo Scientific, Wilmington, DE, USA) and quality checked with the Agilent 2100 Bioanalyser (Agilent Technologies, Palo Alto, CA, USA).

### Affymetrix microarray

Microarray analysis was performed using a high-density oligonucleotide array (GeneChip Rat Genome 230 2.0 array, Affymetrix, Santa Clara, CA, USA). Total RNA (100 ng) was amplified and biotin-labeled using GeneChip® 3’ IVT Express target labeling and control reagents according to Affymetrix protocol (http://www.affymetrix.com). Before amplification, all samples were spiked with synthetic mRNAs at different concentrations, which were used as positive controls to ascertain the quality of the process. Biotinylated antisense cRNA for microarray hybridization was prepared. After final purification using magnetic beads, cRNAs were quantified using a NanoDrop and quality checked with Agilent 2100 Bioanalyzer. Hybridization was performed according to the Affymetrix protocol. Briefly, 10 μg of labelled cRNA was fragmented and denaturated in hybridization buffer, then hybridized on the chip for 6 h at 45°C with constant mixing by rotation at 60 rpm in an Genechip hybridization oven 640 (Affymetrix). After hybridization, arrays were washed and stained with streptavidin-phycoerythrin (GeneChip® Hybridization Wash and Stain Kit) in a fluidic 450 (Affymetrix) according to the manufacturer’s instruction. The arrays were read with a confocal laser (Genechip scanner 3000, Affymetrix). CEL files summarizing the probe cell intensity data were generated using the Affymetrix GeneChip Command Console software 3.0. Data were normalized with Affymetrix Expression Console software using MAS5 statistical algorithm. Data have been deposited into the Gene Expression Omnibus repository (http://www.ncbi.nlm.nih.gov/geo) under accession number GSE44056.

### Illumina RNA-Seq

RNA sequencing was performed at the Australian Genome Research Facility (Melbourne, VIC, Australia). A cDNA library was prepared from 10 μg of total RNA using the mRNA-Seq Sample Preparation Kit (Illumina, San Diego, CA, USA) according to standard manufacturer protocol. Quality of the library was verified using a DNA 1000 chip using the Agilent 2100 Bioanalyzer (Agilent) and quantified by fluorimetry. Illumina technology allows both identification of the mRNAs present in the total RNA preparations analyzed, and provides a relative number of mRNA copies for these genes in each of the different preparations. In brief, the library was subjected to 100 bp single end read cycles of sequencing on an Illumina Genome Analyzer IIx (Illumina) as per manufacturer protocol. Cluster generation was performed on a c-Bot (Illumina) with a single read cluster generation kit. Refer to [34] for full methods and bioanalysis. Details of the analysis of the output from the high throughput RNA-Seq are published separately [34]. Briefly, reads were trimmed to remove ambiguous bases from the start and segments with low quality scores from the end. Trimmed reads were mapped with Bowtie version 0.12.7 to the Ensembl rat genome, release 61, and reads that did not map uniquely were discarded. The number of reads mapped to nuclear genes was determined with HTSeq version 0.4.7p4, using the default “union” counting option. Data have been deposited into the Gene Expression Omnibus repository under accession code GSE44072.

### Quantitative real-time PCR

RNA (1 μg) was spiked with 25 pg of bacterial AraB RNA from *E.coli* (GE Healthcare Bio-Sciences Freiburg, Germany), used as an external standard for normalization, as the expression of conventionally used house-keeping genes proved to be variable between developmental stages. RNA was reverse transcribed using the iScript Reverse Transcription Supermix (Bio-Rad, Hercules, CA, USA). Protocols for qRT-PCR performed with the LightCycler FastStart-DNA Master SYBR Green I kit in the LightCycler® 1.5 Instrument (Roche Diagnostics GmbH, Mannheim, Germany), data analysis, and statistics have been described previously [15]. The number of biological replicates used was sufficient to assess a statistical significance for a Log_2_FC_ad_ value of 1 with a statistical power averaging 95% (alpha error level set at 0.05) for all genes whose level of expression was defined by a crossing-point lower than 32. All primers were designed using NCBI Primer-BLAST and selected to generate amplicons with a length of 100 to 200 bp. A list of primers, amplicon sizes and MgCl_2_-concentrations used for qRT-PCR is given in Additional file 1.

### Data presentation

Adult choroid plexuses were used as reference sample for all three techniques. On all graphs, data are expressed as Log_2_-transformed fold changes (FC) of expression levels in developing versus adult choroid plexus (Log_2_ FC_ad_). Negative and positive values indicate lower and higher expression in choroid plexuses of developing animals than in choroid plexuses of adult rats, respectively. Data are means of two (Affymetrix), three (Illumina) or more (qRT-PCR) values, obtained from different RNA preparations.

Genes detected with a fluorescent intensity value in adult choroid plexus higher than 1000 on the Affymetrix arrays were considered highly expressed and are indicated in bold in the figures. Genes with a value between 100 and 200, i.e. close to background (mean value of 60), or with a crossing point value above 30 by qRT-PCR, were considered to be expressed at low level and are indicated in parentheses. As a reference, the *transthyretin* gene, which product is one of the most abundant proteins synthesized by choroid plexus, was the gene with the 100^th^ highest level of expression in adult on the array, with a fluorescent intensity value of 13244, and had a crossing point of 12 in our amplification conditions. 

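Ttr, the gene of the thyroxine carrier transthyretin, had an intensity of 13244 ± 2268 in the adult plexus (mean ± SD, n = 2 pools of animals). Its probe set ranked 96 in mean adult intensity among the probe sets that are not controls, or 61 without adult pool 2 and 158 without adult pool 1. Counted with the control probe sets its rank was 100, and it was 68 among genes represented by 1 probe set each. These ranks set probe sets against each other, whose hybridization can differ.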

The classification is only indicative, as the hybridization efficacy may vary from one probe to another.

## Results and discussion

### Combined analysis of gene expression data by Affymetrix microarray, Illumina RNA-sequencing, and qRT-PCR

The expression level of selected genes was assessed in E19, P2, and adult rat lateral ventricular choroid plexus using Affymetrix microarrays, and in E15 and adult lateral ventricular choroid plexus by Illumina RNA-Seq analysis. 

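The arrays held 31099 probe sets, measured in 2 pools of lateral ventricular choroid plexuses at each of E19, P2 and adult. Each pool came from several animals, 5 per pool at E19 and P2 and 3 per pool in the adult by the paper's account. The pools carry the numbers 1 and 2 of the deposited labels, which do not pair samples across stages. Values are the intensities deposited by the authors, scaled by MAS5 to a common trimmed mean on each array. Of the probe sets, 17808 reached a mean of 100 units in at least 1 stage and were tested on log2 intensity with limma, in 1 fit of all 6 arrays. At an adjusted p under 0.05, 5417 probe sets were higher and 4315 lower at E19 than in the adult. At P2 4874 were higher and 3891 lower than in the adult. The lower count at E19 was 2864 without E19 pool 2, and that at P2 was 2277 with no filter. The share of the changed probe sets that were higher, 55.7% at E19 and 55.6% at P2, depended on the scaling: with each array centred on its median it was 46.7% and 44.6%, the centring having moved the median of all probe sets by -0.11 and -0.12 on the log2 scale. Of 129 genes named in the paper, 110 had a probe set of their own and 86 were tested. Where both arrays of a stage lay under 100 units, the fold change is given as the least that this level allows. Log2 values printed beside such a bound are fitted values that rest on those intensities.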

Combining the two techniques enabled the inclusion of a larger number of genes in the study as some of these genes were identified by either Affymetrix or Illumina technology only. Some choroidal transcripts of special relevance to possible brain protection, but not represented on the arrays, were analyzed by qRT-PCR. For each gene, the adult stage included in all methods of analysis served as a reference to normalize the data set. Individual developmental profiles were built from the Log_2_ FC_ad_ mean values calculated at each stage. The profiles are grouped and interpreted for families of genes with similar functions.

To optimize the reliability of the data generated by microarrays, mRNA samples were prepared from two separate pools of choroid plexuses, each being collected from several animals. The choroidal tissue was carefully controlled with a stereomicroscope to verify the absence of contaminating tissue. Performance of the amplification/labeling reaction and of hybridization was assessed by external spike-in controls (exogenous RNAs added to the mRNAs samples before amplification, and biotin-labeled cRNA added prior to hybridization). The perfect alignment of signals detected for these spikes along the line of identity on plots comparing duplicate microarrays validates the technical reproducibility of the data (not shown). 

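Of the probe sets at or above 100 units in both pools of a stage, 99.94% at E19, 99.56% at P2 and 99.81% in the adult lay within a factor of 2 between the pools. These shares rest on 16090, 15933 and 15054 probe sets, of which 9, 70 and 29 lay further apart. Mbp, which encodes myelin basic protein, was among the adult exceptions, with 1989 units in adult pool 1 and 656 in adult pool 2. Over all 3 stages the share was 99.77% (95% interval 99.72 to 99.81, probe sets taken as independent).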

The duplicate choroidal mRNA populations analyzed for each stage were highly similar as the expression level of 99.4% of all genes detected at level above a background of 100 fluorescence units as defined by Affymetrix software differed by less than a factor of two between samples (not shown). Finally, the expression levels of the neuroprotective genes reported in this study differed only by 12.4 ± 1.4% (mean ± SEM) between the two matching samples.

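The 2 pools of a stage differed by 12.7 ± 0.91% of their mean (mean ± SEM) over the paper's genes, from 240 pairs of values with a stage mean of at least 100 units. The median difference was 8.08%. Cldn5, the claudin of endothelial tight junctions, stood apart at P2 with 942 and 398 units. Without the limit of 100 units the mean difference was 23.2 ± 1.74%.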

The qRT-PCR and Illumina RNA-Seq methods have some advantages over the microarray technology. Being both based on the relative quantification of the number of mRNA copies, they generate similar fold-changes [35,36]. They offer a larger dynamic and linear range of expression levels and are in theory more accurate for quantifying gene expression. Owing to the absence of standard curves compared with qRT-PCR, and the higher background compared to RNA sequencing, the microarray technology might yield fold changes with lower accuracy. We further tested the reliability of our Affymetrix microarray data by comparing the E19-to-adult fold changes obtained by this technique to those calculated by qRT-PCR (*n* = 3 for E19, n = 4 for other stages) for eighteen genes related to intercellular junctions, transport and detoxification (*Cldn1, Cldn3, Cldn5, Cldn11, Cldn12, Cldn19, Ocln, Tjp1, Tjp2, Tjp3, Abcc4, Abcg2, Slco1a4, Slco1a5, Slco1c1, Slc22a17, Slc22a8, Ephx1*). For all genes, both Log_2_ FC_ad_ values were of the same sign, either positive or negative. Furthermore, the average variation between the two Log_2_ FC_ad_ values calculated for the 18 genes was low (31.7 ± 9%, mean ± SEM). In the figures, only microarray data are presented for these genes.

Altogether, these results provided a good indication that Affymetrix data could be reliably combined with qRT-PCR and Illumina RNA sequencing data, therefore enabling a most comprehensive gene expression analysis by reducing the number of false-negative genes associated with each of the techniques. Previous similar studies comparing Affymetrix microarrays and Illumina RNA-Seq to analyze gene expression showed that the two methods generate reasonably similar data, with RNA sequencing identifying additional genes not represented in the microarrays [37,38].

### Developmental profile of TJ-associated genes

The restriction of intercellular diffusion is a mandatory prerequisite for effective and regulated transport across cellular barriers. 

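Jam2, a junctional adhesion molecule, was 2.38-fold higher at E19 and 2.49-fold higher at P2 than in the adult (adjusted p = 0.000577 and 0.000675, n = 2 pools per stage, limma). Of its 2 other tested probe sets, 1 was higher as well and 1 pointed the other way without passing the test. Tjp1, which encodes the scaffold protein ZO-1, had a log2 fold change of 0.71 at E19 (standard error 0.10, adjusted p = 0.00311) and 0.40 at P2 (adjusted p = 0.0224), the latter not called without either P2 pool or either adult pool (log2 0.36 to 0.43). Marveld1 was higher by 0.79 at E19 and 0.79 at P2 on its brightest probe set (adjusted p = 0.00238 and 0.00294), with another probe set pointing the other way without passing the test. Cldn5 was 3.55-fold higher at E19 (adjusted p = 0.0186), a call that ended without either E19 pool or adult pool 1 (log2 1.59 to 1.98). At P2 its log2 fold change was 2.45 (adjusted p = 0.00849), or 1.83 without P2 pool 1 and 3.07 without P2 pool 2. Tjp3, the gene of ZO-3, was higher at E19 (log2 0.91, adjusted p = 0.0086), though not without E19 pool 2 (log2 0.81), and stood at 0.52 at P2 (adjusted p = 0.0544), called only without P2 pool 2 (log2 0.71, adjusted p = 0.0372). Cldn12 was higher by 0.32 and 0.28 (adjusted p = 0.0302 and 0.0464). The Cldn12 call ended at E19 without either E19 pool or either adult pool (log2 0.29 to 0.35) and at P2 when any 1 of the 6 arrays was left out (log2 0.22 to 0.35). Cldn11 had a log2 fold change of 0.86 at E19 (adjusted p = 0.0612), called only without adult pool 1 (log2 1.21, adjusted p = 0.0307), and was higher at P2 (log2 1.14, adjusted p = 0.0295), but not without either E19 pool, P2 pool 1 or adult pool 2 (log2 0.80 to 1.14). Jam3 (0.03 and 0.03) and Cldn19 (-0.27 and -0.08) did not pass the test. In sum, 16 tight junction genes were tested, with 8 higher, 5 lower and 3 not passing the test at E19, and with the same counts at P2 (9 higher and 5 lower adjusted over the list alone at either stage), on a list the study chose on these samples and so not independent evidence. Changed genes at P2 numbered 8 without P2 pool 1 and 7 with no filter. Cldn6 and Cldn10 had means under 100 units at all 3 stages, and 4 listed genes were not analysed here for want of a probe set of their own. Markers of endothelium, of which only Cldn5 is also on the study's list, moved with the stage as well. Of 16 tested at E19, there were 15 higher, 0 lower and 1 not passing the test (15 higher and 0 lower adjusted over the list alone, camera adjusted p = 5.07e-06, adjusted p = 0.186 with an estimated correlation). At P2 the counts were 15 higher, 0 lower and 1 not passing the test (15 higher and 0 lower adjusted over the list alone, camera adjusted p = 3.69e-07, adjusted p = 0.213 with an estimated correlation).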

At both early embryonic (E15) and perinatal (E19 and P2) stages, a large number of TJ-associated genes were expressed in choroid plexuses at a level equal or higher than that measured at the adult stage (Figure 2A and C). These genes included the highly expressed *cldn1* and *cldn3.* The expression of seven other genes was lower in E15 rats than in the adult, in particular that of *cldn2* (Figure 2B and D). 

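Cldn1 reached 5226 ± 444 units at E19, 5100.0 ± 716 at P2 and 2612 ± 306 in the adult (mean ± SD, n = 2 pools). This claudin was 2.0-fold higher at E19 and 1.95-fold higher at P2 than in the adult (limma, adjusted p = 0.00419 and 0.00568). Cldn3 fell from 941 and 911 units to 393 in the adult, a log2 fold change of 1.27 at E19 (standard error 0.12, adjusted p = 0.000922) and 1.22 at P2 (adjusted p = 0.00134). Cldn2, which forms a channel for small cations and water, moved in the opposite direction. It had 2595 units at E19, 4842 at P2 and 9254 in the adult. Cldn2 was thus 3.56-fold lower at E19 and 1.91-fold lower at P2 than in the adult (adjusted p = 0.000222 and 0.00175).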

Of note, for most of these TJ-associated genes, the FC absolute values were largely smaller at E19 than E15, reflecting the establishment of a mature, adult-like phenotype before birth. These results are congruent with our previous data that showed an early formation of complex TJs between choroidal epithelial cells, and a remodeling of the TJ protein composition around birth in rat [12,15]. 

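Among tight junction genes that were lower before adulthood, F11r, the junctional adhesion molecule JAM-A, was 2.05-fold lower at E19 (adjusted p = 0.000883, limma, n = 2 pools per stage). At P2 F11r was lower, with a log2 fold change of -0.34 (adjusted p = 0.0333), which was not called without either E19 pool, either P2 pool or adult pool 1 (log2 -0.36 to -0.26). Lsr, the angulin of tricellular junctions, was lower at both stages (log2 -0.87 and -0.82, adjusted p = 0.000929 and 0.00145). Cldn22 was lower at E19 (log2 -0.70, adjusted p = 0.015), except without E19 pool 1 or either adult pool (log2 -0.71 to -0.63), and at P2 (log2 -0.80, adjusted p = 0.0115). Ocln, the gene of occludin, differed least, at -0.30 and -0.33 (adjusted p = 0.0411 and 0.0328). Neither Ocln call held: the E19 one ended when any 1 of the 6 arrays was left out (log2 -0.35 to -0.24), and the P2 one ended when any 1 of the 6 arrays was left out (log2 -0.39 to -0.27). The mean of its probe sets at E19, and its other probe set at both stages, lay above the adult without passing the test. The paper's array value of Ocln at E19, about 0.45 read by eye, is positive, and the paper reports the same sign by qRT-PCR. The direction of Ocln is thus open, though it is counted as lower in the totals here. Of the 16 genes, 10 at E19 and 12 at P2 lay within 2-fold of the adult. From the smaller fold changes near birth, the paper infers that an adult-like junction phenotype is set up before birth.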

An in-depth analysis of the genes involved in the formation, maintenance and regulation of choroidal tight junctions during early brain development is reported in another article [34].

**Figure 2:**
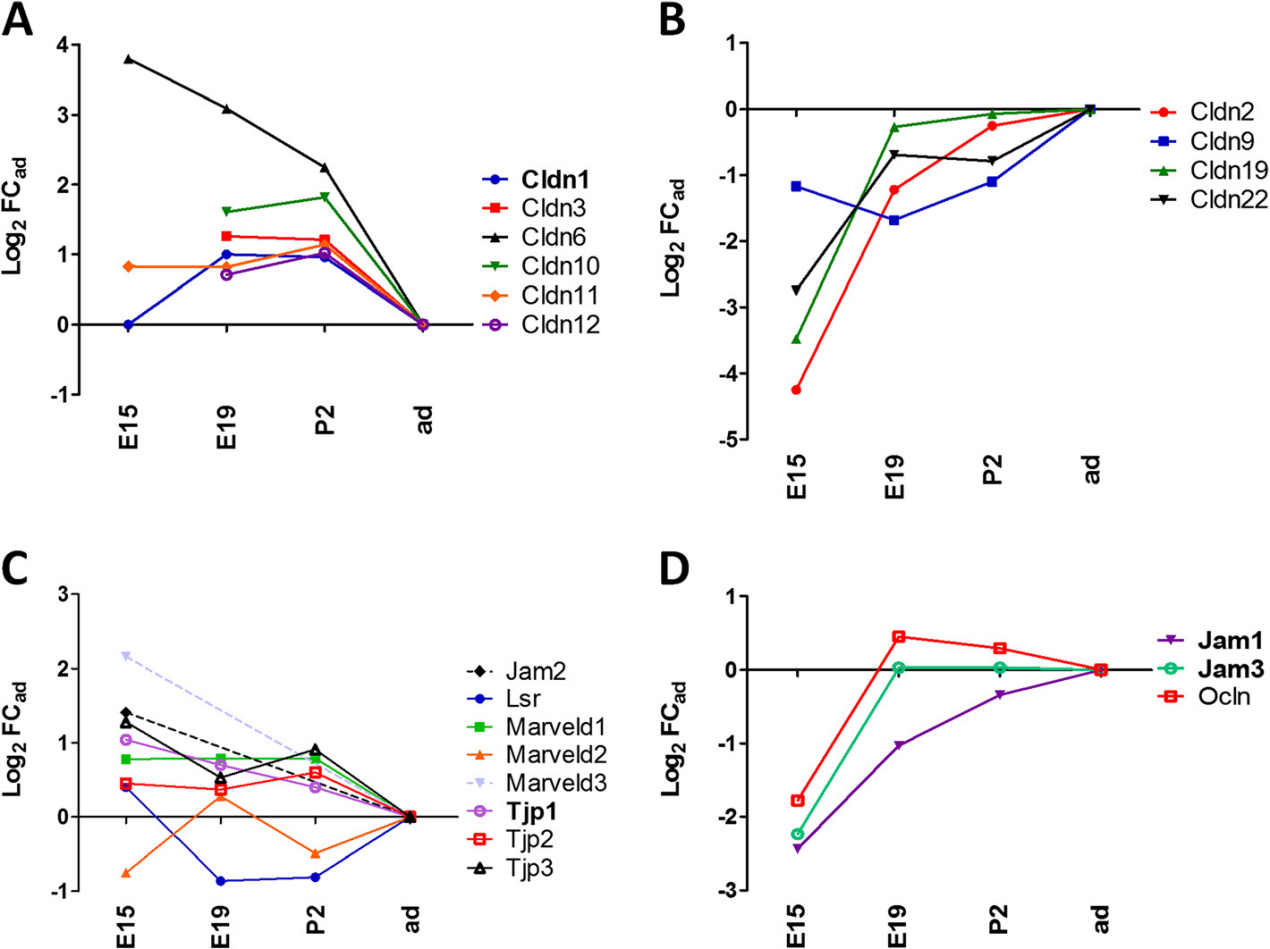
**Developmental profiles of tight junction-associated genes in rat choroid plexus.** Analysis was performed on lateral ventricle choroid plexus at four developmental stages. Affymetrix and Illumina RNA-Seq techniques were combined and data expressed as Log_2_ values of fold change relative to adult (Log_2_ FC_ad_). For selective genes that were absent in Affymetrix chips, qRT-PCR was performed. Strongly expressed genes are indicated in bold. **(A** and **B)** show gene expression profiles for claudins with decreasing and increasing expression during development, respectively. **(C** and **D)** show gene expression profiles for selected other TJ-associated protein transcripts. Abbreviations: *E15,* embryonic day 15; *E19,* embryonic day 19; P2, postnatal day 2; *ad,* adult. Correspondences between gene symbols, common names, and accession numbers are listed in Table 1.

### Developmental profile of efflux transporters

In this analysis we define transporters involved in brain protection as efflux transporters that accept drugs and other xenobiotics for substrates and display a broad specificity. Within ABC transporters, the *Abcb1a/b*, *Abcg2*, and *Abcc* genes meet these criteria, as they are responsible for the efflux of numerous endo- and xenobiotics and of glutathione-, glucurono-, and sulfo-conjugates [8,39]. Several Slc subfamilies, which also limit the cerebral availability of numerous compounds, were selected in the study. Slco transporters carry amphiphilic anionic drugs and various glucurono-, sulfo-, and glutathione-conjugates. Slc22 proteins transport a large range of both small relatively hydrophilic organic anions and organic cations including β-lactam antiobiotics, non-steroidal anti-inflammatory drugs, and antiviral nucleoside reverse transcriptase inhibitors [18,19]. Dipeptide transporters of the Slc15 subfamily and nucleoside transporters belonging to both Slc28 and Slc29 subfamilies were also incorporated in the study, as they transport a number of antiviral and/or nucleoside-derived drugs in addition to their typical endogenous substrates [18,40].

#### ABC transporters

Several multispecific efflux ABC transporters have been located at the blood–brain interfaces where they limit the entry of harmful toxins, but also of pharmacologic agents such as anticancer drugs or antiretroviral protease inhibitors [16,17,39].

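Abcc1 had an intensity of 1011 ± 6.17 at E19, 1017 ± 134 at P2 and 2392 ± 116 in the adult (mean ± SD, n = 2 pools). This efflux pump of conjugates and leukotrienes was 2.36-fold lower at E19 (standard error 0.12 on the log2 scale, adjusted p = 0.00101, limma) and 2.36-fold lower at P2 (adjusted p = 0.00131) than in the adult. Abcc4, which exports cyclic nucleotides and organic anions, had 366, 396 and 1033 units. It was 2.82-fold lower at E19 and 2.61-fold lower at P2 (adjusted p = 0.000276 and 0.000444).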

*Abcc1* and *Abcc4* transcripts were abundant in choroid plexuses throughout development, and were moderately enriched in the adult compared to earlier stages. In contrast, the four other *Abcc* genes were expressed at a similar or higher level during development compared to adult. In particular, *Abcc9* transcripts were strikingly enriched in earlier stages, with a 144-fold higher level in E15 compared to adult (p < 0.001). 

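Abcc9, the regulatory subunit of a potassium channel gated by ATP, was at least 10.7-fold higher at E19 and at least 8.58-fold higher at P2 than in the adult (limma, adjusted p = 0.000134 and 0.000216, n = 2 pools per stage). Abcc3, an exporter of glucuronides, was at least 2.01-fold higher at E19 (adjusted p = 0.019), a call that ended without either E19 pool (log2 2.54 to 2.70). The fitted log2 value of Abcc3, which rests on adult intensities under 100 units, was 3.59 without adult pool 1 and 1.64 without adult pool 2. At P2 Abcc3 did not pass the test (adjusted p = 0.0776), except without adult pool 1 (adjusted p = 0.00213). Abcc5 (log2 -0.37 and -0.07, adjusted p = 0.0849 and 0.698) and Abcc10 (log2 0.36 and 0.24, adjusted p = 0.156 and 0.322) did not pass it either, Abcc10 at E19 except without adult pool 2 (log2 0.60, adjusted p = 0.0312). Of 9 tested markers of mural cells, which surround vessels and express Abcc9, the counts at E19 were 6 higher, 1 lower and 2 not passing the test (6 higher and 1 lower adjusted over the list alone, camera adjusted p = 0.0665, adjusted p = 0.254 with an estimated correlation). At P2 they were 7 higher, 0 lower and 2 not passing the test (7 higher and 0 lower adjusted over the list alone, camera adjusted p = 0.0104, adjusted p = 0.213 with an estimated correlation).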

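Abcg2, the breast cancer resistance protein, had 118 ± 1.77 units at E19, 75.2 ± 6.23 at P2 and 46.8 ± 8.01 in the adult (mean ± SD, n = 2 pools). It was higher at E19 than in the adult by at least 1.18-fold (limma, adjusted p = 0.00146). At P2 both stages lay under 100 units, so no fold change is given. The P2 call (adjusted p = 0.0142) ended without P2 pool 1 (adjusted p = 0.0668). Abcb1a, a gene of P-glycoprotein, had means of 14.1, 32.1 and 34.5 units and was not tested. A probe set shared by Abcb1a and Abcb1b had means of 41.4, 31.0 and 27.6 units, which cannot be given to either gene.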

Expression levels of *Abcb1b* and *Abcg2* were also higher at E15 and perinatal stages (qRT-PCR: p < 0.05) than in adult, in which they were apparently very low (Figure 3A).

**Figure 3:**
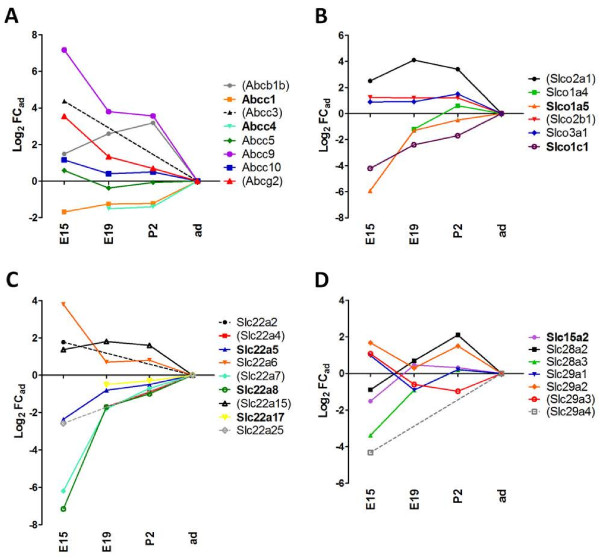
**Developmental profiles of Abc and Slc efflux transporters. (A) shows gene expression profiles for *Abc *genes.***Abcc3* was expressed at E19 and at P2, but was not detected in adult by Affymetrix analysis. **(B)** shows gene expression profiles for the *Slco* genes. **(C)** shows gene expression profiles for the *Slc22* genes. *Slc22a4* displayed the same Log_2_ FC_ad_ as S*lc22a7* at E19, P2 and adult, thus profiles are overlapping. *Slc22a12* was detected at E15, but not in adult by Illumina RNA-Seq method. **(D)** shows gene expression profiles for *Slc15*, *Slc28,* and *Slc29* genes. Strongly expressed genes are indicated in bold. Genes indicated in parentheses have an apparent very low expression level in adult choroid plexus. Abbreviations, data analysis, and data expression as in Figure 2.

These results indicate that the main Abc transporter genes expressed in choroid plexus belong to the *Abcc* subfamily. This is in accordance with a previous report showing the expression of *Abcc1, Abcc4, Abcc5,* and to a lesser extent *Abcc3* in this tissue in adult rat [41]. It is also in agreement with the expression of these genes in both embryonic and adult mouse choroid plexuses [4]. 

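Of 8 Abc genes on the array, Abcc1 and Abcc4 had an adult mean above 1000 units and 4, Abcc3, Abcc9, Abcg2 and Abcb1a, had one under 100. Abcc5 reached 431 units in the adult and Abcc10 reached 107. Among the 7 tested, the counts were 3 higher, 2 lower and 2 not passing the test at E19 and 2 higher, 2 lower and 3 not passing the test at P2 (3 higher and 2 lower adjusted over the list alone at E19, 2 higher and 2 lower adjusted over the list alone at P2), on a list the study chose on these samples and so not independent evidence. From its results the paper reasons that Abcc genes are the main ones among the Abc transporter genes of the tissue. Levels of different probe sets are not directly comparable.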

Abcc1 protein was largely enriched in mouse, rat and human choroid plexuses compared to other brain tissues, as shown by immunohistochemistry and Western Blot [16,25]. *In vivo* transport experiments using knockout mice pointed to the role of this carrier in limiting the CSF concentration of drugs such as etoposide in the CSF [16]. In mouse, Abcc4 protein was located in both the luminal membrane of brain capillaries and the basolateral membrane of the choroidal epithelium [17]. Microdialysis studies showed that this carrier strongly restricts the passage of drugs such as topotecan from the blood into the CSF [17]. The developmental patterns observed also corroborate previous data showing substantial expression levels of *Abcc1* and *Abcc4* in newborn rat choroid plexus [23], and the developmental up-regulation observed between E15 and adult for both *Abcc* genes [24]. Despite the developmental regulation of *Abcc1* level of expression, Abcc1 protein level was already as high in P2 rats as in adult and was also located at the basolateral membrane of the choroid plexus [25]. Overall, the Abcc developmental profiles suggest that in addition to the main Abcc1, Abcc4 and other Abcc transporters may have a crucial function as efflux pumps during early brain development.

The low level of *Abcb1* transcripts in adult rat choroid plexus is in line with earlier findings that showed, using Western blot analysis of adult rat and human tissues, that Abcb1 protein was far less abundant in choroid plexus by comparison to microvessels [25]. Similarly, the low level of expression of *Abcg2* that we report in adult choroid plexus is accordant with the differential immunoreactivity of microvessels (highly positive) compared to choroid plexuses (negative), observed for this transporter in adult rat brain [24,42]. The higher expression of both *Abcb1* and *Abcg2* from early embryonic to postnatal stages (Figure 3A) suggests that these transporters fulfill age-related functions at the choroid plexus. A similar enrichment of *Abcg2* transcripts in E15 compared to adult was described in mouse choroid plexuses [4], and Abcg2 immunoreactivity was detected in embryonic rat choroid plexus, but not in the adult tissue [24,42]. The localization of the transporter at the basolateral membrane of the choroidal epithelial cells indicates that it could act as an efflux pump, similarly to Abcc1 and Abcc4. The precise localization of Abcb1 and other Abcc transporters identified in embryonic choroid plexus remains to be determined in order to understand the polarity of transport achieved by these proteins at the blood-CSF barrier.

#### Slco transporters

Members of the Slco subfamily, referred to as organic anion transporting polypeptides, mediate sodium-independent transport of relatively large amphipathic substrates such as taurocholate, thyroid hormones, leukotrienes, and various drugs among which non-steroidal anti-inflammatory drugs, the synthetic opioid peptide DPDPE, digoxin, or dexamethasone. They also transport conjugates of steroids, drugs, and other xenobiotics [43].

Within this family, *Slco1a5* and *Slco1c1* were highly expressed in rat choroid plexus (Figure 3B). They were both enriched in the adult compared to prenatal stages (RNA-Seq or qRT-PCR: p < 0.01). 

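Slco1c1, a transporter of thyroxine, had 1399 ± 32.7 units at E19, 2282 ± 59.4 at P2 and 7391 ± 328 in the adult (mean ± SD, n = 2 pools). It was 5.28-fold lower at E19 and 3.24-fold lower at P2 than in the adult (standard error 0.09 on the log2 scale, limma, adjusted p = 8.87e-05 and 0.000241). Slco1a5, an organic anion transporter of the apical membrane, had an adult mean of 12339.5 ± 707 units. Both means lie above the 1000 units that the paper takes as high expression.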

The expression level of *Slco1a5*, low at E15, rapidly increased to approach adult level by E19. 

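Slco1a5 reached 5028 ± 36.3 units at E19 and 8969 ± 71.5 at P2 (mean ± SD, n = 2 pools). At E19 it was 2.45-fold lower than in the adult (log2 fold change -1.29, standard error 0.09, limma adjusted p = 0.000374). At P2 it was 1.37-fold lower (log2 fold change -0.46, adjusted p = 0.0102).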

*Slco1c1* transcript level increased more steadily between E15 and adult. Four additional genes of this family, *Slco1a4, Slco3a1, Slco2a1, and Slco2b1* were identified in choroid plexus, and expressed at equal or higher level in developing animals compared to adults.

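Slco2a1, the prostaglandin transporter, was at least 3.68-fold higher at E19 and at least 2.05-fold higher at P2 than in the adult (limma, adjusted p = 0.0128 and 0.0264, n = 2 pools per stage). Its call ended at E19 without either E19 pool (log2 4.67 to 4.95) and at P2 without either E19 pool or either P2 pool (log2 3.43 to 4.51). Since its adult intensities lie under 100 units and apart, its fitted log2 value was 3.29 without adult pool 1 and 6.34 without adult pool 2 at E19. At P2 that value was 2.44 without adult pool 1 and 5.49 without adult pool 2. Slco2b1, a carrier of steroid conjugates, was 2.29-fold higher at E19 and 2.32-fold higher at P2 (adjusted p = 0.00214 and 0.00255). Slco3a1 was 1.93-fold and 2.88-fold higher (adjusted p = 0.00336 and 0.00100). Slco1a4 was 2.3-fold lower at E19 (adjusted p = 0.0034) and 1.51-fold higher at P2 (adjusted p = 0.0363), a P2 call that ended without either E19 pool, P2 pool 1 or either adult pool (log2 0.39 to 0.60). Of 6 tested Slco genes, the counts were 3 higher, 3 lower and 0 not passing the test at E19 and 4 higher, 2 lower and 0 not passing the test at P2, unchanged when adjusted over the list alone, on a list the study chose on these samples and so not independent evidence. Macrophage and myeloid markers, 17 tested, gave 3 higher, 6 lower and 8 not passing the test at E19 (3 higher and 7 lower adjusted over the list alone, camera adjusted p = 0.451). At P2 they gave 9 higher, 1 lower and 7 not passing the test (9 higher and 1 lower adjusted over the list alone, camera adjusted p = 0.0217, adjusted p = 0.31 with an estimated correlation).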

Slco1a5 is a highly expressed choroidal transporter [18,41], which is located at the apical membrane of the choroid plexus epithelium [18,41]. It appears to play a major role in CSF-to-blood transport of organic anions [44]. The already substantial expression of *Slco1a5* at E19 compared to E15 suggests that the functional activity of this transporter is critical during the perinatal period. Slco1a4 protein has been previously detected in adult choroid plexus [45] where it is located at the basolateral membrane of choroidal epithelial cells [46]. Considering the partially overlapping substrate specificities of Slco1a5 and Slco1a4 [47], the polarized and opposite distribution of these transporters at both membrane domains of choroid plexus epithelial cells could be important for vectorial transport of ligands out of the CSF. Alternatively, the apical Slco1a5 protein may work in concert with basolateral Abcc transporters to achieve efficient CSF-to-blood efflux of organic anions.

Of note is the unexpected developmental regulation of *Slco1c1* at the choroid plexus. This carrier is a high affinity transporter of thyroxine, a thyroid hormone important for multiple neurodevelopmental processes. Thyroid hormone deficiency in the brain during the fetal and neonatal period can cause mental retardation [48,49]. The low expression of choroidal *Slco1c1* in the embryonic and perinatal stages suggests that other carriers are active at the blood-CSF barrier to provide for cerebral thyroxine requirements during early brain development [50]. 

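Slc16a10, a carrier of aromatic amino acids and thyroid hormones, had 1054 ± 33.3 units at E19, 509.8 ± 89.0 at P2 and 44.9 ± 20.7 in the adult (mean ± SD, n = 2 pools). Against the adult it was at least 10.5-fold higher at E19 and at least 5.06-fold higher at P2 (limma, adjusted p = 0.000456 and 0.00124). Slco3a1 had 489.8 ± 4.78, 730.3 ± 21.1 and 255 ± 42.4 units. Slc7a8, which carries amino acids and thyroid hormone, was 2.47-fold higher at E19 (adjusted p = 0.000489) and 1.49-fold higher at P2 (adjusted p = 0.00697). Thra, a thyroid hormone receptor, was lower at both stages (log2 -1.32 and -0.90, adjusted p = 0.00175 and 0.0070). Over 9 tested genes of thyroid hormone handling, which include Slco1c1 and Ttr, the counts were 4 higher, 2 lower and 3 not passing the test at E19 (4 higher and 2 lower adjusted over the list alone, camera adjusted p = 0.783). At P2 they were 3 higher, 4 lower and 2 not passing the test (3 higher and 4 lower adjusted over the list alone, camera adjusted p = 0.568). The paper proposes Slco3a1 and Slc16a10 as carriers of thyroxine before adulthood.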

*Slco3a1,* whose expression is slightly enriched in E19 and P2 compared to adult, and *Slc16a10*, expressed in fetal and newborn choroid plexuses, are potential candidates. Two different splice variants of the SLCO3A1 protein have been located at the apical and basolateral membranes of the human choroidal epithelium, and they both mediate thyroxine uptake in transfected cells and injected oocytes [51]. Slc16a10 is also an influx transporter for T3 and T4. It was recently identified in mouse embryo choroid plexus at a substantially (67-fold) higher level than in the adult [4]. Another likely candidate is transthyretin, whose synthesis in the brain is restricted to choroid plexus. 

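Ttr had an intensity of 13048 ± 421 at E19 and 11769.6 ± 1319 at P2 (mean ± SD, n = 2 pools). Against the adult its log2 fold change was -0.01 at E19 (standard error 0.15, limma adjusted p = 0.955) and -0.16 at P2 (adjusted p = 0.408). Neither difference passed the test.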

The *transthyretin* gene is highly expressed throughout development in rat choroid plexus ([52] and data not shown), and this thyroxin carrier was shown to be important and necessary for various aspects of normal brain development [53].

#### Slc22 transporters

Members of the Slc22 subfamily are classified as organic anion transporters, organic cation transporters, and organic cation/carnitine transporters. Organic anion transporters are anion exchangers, and accept various toxins and drugs as substrates, i.e. antineoplastics, antihypertensives, non-steroidal anti-inflammatory drugs, and ß-lactam antibiotics, such as benzylpenicillin [54]. Organic cation transporters function as membrane potential-dependent uniporters that mediate the facilitated diffusion of endogenous amines such as dopamine, or therapeutic drugs such as morphine and antihistamines. Organic cation/carnitine transporters carry carnitine with variable affinities. Two members of this subfamily, octn1 and octn2, also accept different cationic xenobiotics including drugs as substrates [55].

*Slc22a5*, *Slc22a8*, and *Slc22a17* were highly expressed in rat choroid plexus from E15 onwards. 

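Slc22a17, the receptor of lipocalin 2, had 9898 ± 232 units at E19, 10934 ± 349 at P2 and 13537 ± 163 in the adult (mean ± SD, n = 2 pools). Slc22a8, the organic anion transporter OAT3, had 652 ± 0.101, 1061 ± 31.3 and 2087 ± 164 units. For Slc22a5, a carnitine transporter, the means were 818, 1005 and 1442. All 3 genes had an adult mean above 1000 units.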

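Of the other Slc22 genes, Slc22a15 had 139 units at E19, 122 at P2 and 41.0 in the adult (mean, n = 2 pools per stage). Slc22a7, an organic anion transporter, had 78.2, 169 and 275 units. Slc22a4, a carrier of ergothioneine, had 62.9, 113 and 206. Slc22a2, Slc22a6, Slc22a12 and Slc22a25 did not reach a mean of 100 units at any stage and were not tested.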

Seven additional organic cation and anion transporter genes, *Slc22a2, Slc22a4, Slc22a6, Slc22a7, Slc22a12, Slc22a15,* and *Slc22a25* were found expressed in the choroidal tissue (Figure 3C). Transcripts were enriched in early embryos for four of these genes, and enriched in adult for four others. It should be noted that at E19, the expression levels of all ten *Slc22* genes have almost reached adult levels. 

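At P2, Slc22a8 was 1.96-fold lower than in the adult (adjusted p = 0.00135, limma, n = 2 pools per stage), on its brightest probe set; another probe set pointed upward without passing the test. Slc22a5 was 1.44-fold lower (adjusted p = 0.0164), a call that ended without P2 pool 2 or adult pool 2 (log2 -0.49 to -0.41). Slc22a7 was 1.63-fold lower (adjusted p = 0.015), but not without P2 pool 1 or adult pool 1 (log2 -0.67 to -0.59). Slc22a15 did not pass at P2 (fitted log2 1.88, adjusted p = 0.0705), except without adult pool 2. Its fitted value, which rests on adult intensities under 100 units, was 2.90 without adult pool 2. Slc22a4 was 1.77-fold lower (adjusted p = 0.0459) and Slc22a17 1.24-fold lower (adjusted p = 0.0295). Their calls ended without either E19 pool, either P2 pool or adult pool 2 (log2 -0.83 to -0.47) and when any 1 of the 6 arrays was left out (log2 -0.34 to -0.28) in that order. Of 6 tested Slc22 genes, the counts were 1 higher, 5 lower and 0 not passing the test at E19 and 0 higher, 5 lower and 1 not passing the test at P2 (1 higher and 5 lower adjusted over the list alone at both), on a list the study chose on these samples and so not independent evidence. Markers of the choroid plexus epithelium, 17 tested, gave 1 higher, 10 lower and 6 not passing the test at E19 (1 higher and 11 lower adjusted over the list alone, camera adjusted p = 0.000747, adjusted p = 0.186 with an estimated correlation). At P2 they gave 0 higher, 9 lower and 8 not passing the test (0 higher and 9 lower adjusted over the list alone, camera adjusted p = 0.000757, adjusted p = 0.213 with an estimated correlation). The prolactin receptor gene Prlr moved most in that list, 21.8-fold lower at E19 and 15.5-fold lower at P2 (adjusted p = 8.81e-05 and 0.000136).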

To the exception of *Slc22a12*, all Log_2_ FC_ad_ absolute values at E19 were equal or lower than 2. 

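At E19, Slc22a8 had a log2 fold change of -1.68 against the adult (standard error 0.09, limma adjusted p = 0.000238, n = 2 pools per stage). Slc22a5 stood at -0.82 (adjusted p = 0.00338) and Slc22a17 at -0.45 (adjusted p = 0.00791), the latter not called without E19 pool 1 (log2 -0.43). Slc22a7 was at least 2.75-fold lower and Slc22a4 at least 2.0-fold lower (adjusted p = 0.000655 and 0.00431). Slc22a15 was at least 1.38-fold higher (adjusted p = 0.049), a call that ended without either E19 pool or either P2 pool (log2 1.90 to 2.27). Its fitted log2 value, which rests on adult intensities under 100 units, was 1.06 without adult pool 1 and 3.11 without adult pool 2.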

Log_2_ FC_ad_ values calculated at E15 were much more variable, ranging between −7.16 for *Slc22a8*, reflecting a 143-fold enrichment in adult, and 3.79 for *Slc22a6*, corresponding to a 13.8-fold enrichment in E15.

Our findings are in accordance with a previous study showing high constitutive mRNA levels for *Slc22a5* and *Slc22a8* in adult rat choroid plexus in comparison to other *Slc22* transporters [41]. The Slc22a8 protein has been located at the apical membrane of the choroidal epithelium in rat [19,56]. Slc22a6 displayed the same cellular distribution when expressed as a fluorescent protein in adult rat choroid plexus tissue explants [19,56]. Inhibition experiments in choroidal cell monolayers pointed to apical Slc22 carriers, likely Slc22a8, as mediating the active efflux of antiviral nucleoside analogs across the blood-CSF barrier [57]. Slc22a6 and Slc22a8 transporters share a large number of exogenous substrates [58]. Our present data on their respective inverse profile of expression during development suggest that they sequentially contribute to organic anion clearance from the CSF. The switch from 22a6 to 22a8 in the embryo may reflect a need to adapt to changes in endogenous substrates at that period.

The expression of *Slc22a5* in choroid plexus was high and steady in the developing brain. This organic cation transporter will mediate toxic efflux from the CSF if the site of cellular uptake is apical. Its membrane localization is presently unknown. Because Slc22a5 transports carnitine with the highest affinity among Slc22 proteins, it could participate in the control of carnitine homeostasis in the developing brain. Although carnitine is a necessary cofactor of mitochondrial β-oxidation that generates energy from fatty acids, this function is not essential for the developing brain, because peripheral ketone bodies, rather than fatty acids themselves, fuel the brain in suckling animals [59]. Carnitine may function as an antioxidant [60] or a promoting and modulatory agent for synaptic neurotransmission, notably cholinergic transmission [61]. The high and steady expression of *Slc22a17* throughout development is noteworthy. This carrier is a cell surface receptor for the siderophore-binding protein 24p3, also known as lipocalin-2. In the brain the highest *Slc22a17* transcript levels are found in choroid plexus [62]. Murine Slc22a17 protein, when expressed in HeLa cells, binds both the iron-free and Fe-containing 24p3. It enables their internalization by endocytosis and leads to either apoptosis or increase in intracellular iron-content. Through its binding to 24p3, Slc22a17 may influence infectious/inflammatory processes at the blood-CSF barrier. As a siderophore-binding protein, 24p3 has potential bacteriostatic properties. It also forms a complex with the matrix metalloproteinase MMP-9 [63]. Both 24p3 and MMP9 are highly up-regulated in choroid plexus under inflammatory stimuli [64,65]. The relationship between Slc22a17, 24p3 and MMP9 at the choroid plexus, as well as the relevance of the high *Slc22a17* expression during development needs further investigations.

#### Slc15, Slc28 and Slc29 transporters

The Slc15 subfamily comprises proton-coupled oligopeptide transporters [66]. Among these, Slc15a2 transports peptidomimetic drugs such as the antiviral agent aciclovir or the β-lactam antibiotic cefadroxil. Slc15a2 protein was shown by immunocytochemistry to distribute at the apical and subapical domain of rat choroid plexus epithelial cells in culture [67]. Accordingly, studies using knock-out mice indicated that this transporter removes peptide substrates from CSF into the choroidal tissue [66]. The present analysis showed high levels of expression for *Slc15a2* that remained relatively unchanged during development (Figure 3D). These data support a protective role for this transporter in the developing brain toward neuropeptides in excess or peptidomimetic drugs. 

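Slc15a2, the peptide transporter PEPT2, had 1651 ± 71.1 units at E19, 1499.9 ± 174 at P2 and 1196 ± 209 in the adult (mean ± SD, n = 2 pools). Its log2 fold change against the adult was 0.47 at E19 (standard error 0.16, limma adjusted p = 0.0514) and 0.33 at P2 (adjusted p = 0.136). Neither passed the test, though Slc15a2 at E19 did without adult pool 2 (log2 0.65, adjusted p = 0.0277), and 2 pools per stage leave differences of this size open.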

Slc15a3 and Slc15a4, which transport free histidine and endogenous di- or tripeptides, followed a developmental expression pattern similar to *Slc15a2* (data not shown). 

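Slc15a4, a carrier of histidine and small peptides, had 451 ± 2.04, 362 ± 14.9 and 317 ± 83.0 units at E19, P2 and adult (mean ± SD, n = 2 pools). Its log2 fold change was 0.53 at E19 and 0.22 at P2 (limma, adjusted p = 0.0608 and 0.376). It passed the test only without adult pool 1, at 0.80 and 0.49 (adjusted p = 0.00686 and 0.0285). Slc15a3 had means of 44.1, 97.5 and 67.3 units. All lie under 100, so no fold change is given for Slc15a3.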

Their membrane localization and functions are currently unknown.

Slc28 and Slc29 transporters play critical roles in cellular uptake and release of nucleosides that are precursors for nucleotide biosynthesis. Even though brain penetration of nucleoside reverse transcriptase inhibitors used for AIDS treatment is not mediated by choroidal nucleoside transporters [57], these carriers can transport other anti-viral drugs and the anti-cancer drug gemcitabin [40,68]. Two concentrative Na^+^-coupled nucleoside transporters *Slc28a2* and *Slc28a3*, and four equilibrative nucleoside transporters, *Slc29a1 to Slc29a4* were identified in choroid plexus of E15 rats (Figure 3D). Most of these nucleoside transporters were expressed at levels close to adult levels from E15 onwards. 

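Slc29a1, an equilibrative nucleoside transporter, had a log2 fold change of -0.38 at E19 (standard error 0.21, limma adjusted p = 0.18, n = 2 pools per stage) and 0.22 at P2 (adjusted p = 0.418). Slc29a3, its lysosomal relative, stood at -0.62 and -1.02 (adjusted p = 0.174 and 0.0555). Slc29a1 was called at E19 only without E19 pool 2 (log2 -0.65, adjusted p = 0.0484), and Slc29a3 at P2 only without P2 pool 1 (log2 -1.45, adjusted p = 0.0267). The concentrative transporters Slc28a2 and Slc28a3, and Slc29a2, did not reach a mean of 100 units at any stage. With Slc15a2 and Slc15a4, 4 genes of the peptide and nucleoside families were tested, and at E19 and at P2 0 passed at an adjusted p under 0.05 from limma, also when adjusted over the list alone (2 at E19 and 1 at P2 at an unadjusted p under 0.05). The list was chosen by the study on these samples and is not independent evidence.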

Only *Slc28a3* and *Slc29a4* had lower transcript levels at E15 (p < 0.001). Functional transport and inhibition studies indicate a polarized localization of concentrative nucleoside transporters on the apical membrane, and equilibrative transporters on both the apical and basolateral membrane domains [69]. This subcellular distribution would imply that the concentrative transporters, possibly in conjunction with basolateral equilibrative transporters, fulfill neuroprotective functions by effluxing substrates from CSF rather than contributing to nucleoside entry into brain. This protective mechanism should be efficient already in the developing brain.

### Developmental profile of drug-metabolizing and antioxidant enzymes

Drug metabolizing enzymes include functionalization (phase I) enzymes that add or transform a functional group on lipophilic compounds. Resulting metabolites are usually less active and more polar. Cytochrome P450s (Cyp), in particular members of the Cyp1-3 families, flavin-containing monooxygenases (Fmo), and epoxide hydrolases play an important role in phase I of drug metabolism, by inactivating exogenous compounds including various drugs, pesticides, dietary-derived compounds and carcinogenic molecules. Drug metabolizing enzymes also include conjugation (phase II) enzymes that add a hydrophilic moiety such as glucuronic acid, sulfate, or glutathione to the parent drug or the phase I metabolite. Drug metabolizing enzymes of both phases have been associated with blood–brain interfaces [21,70].

#### Phase I drug metabolizing enzymes

Among the more than 88 Cyps genes identified so far in the rat species (http://drnelson.uthsc.edu/rat.master.table.html), only four of them were detected in the lateral ventricle choroid plexus (Figure 4A). *Cyp2d4* transcripts were enriched at the adult stage, while *Cyp1b1* transcripts were enriched in embryos and perinatal stages. 

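Cyp2d4, a cytochrome P450 of drug metabolism, was 3.67-fold lower at E19 and 3.24-fold lower at P2 than in the adult (limma, adjusted p = 0.000304 and 0.00052, n = 2 pools per stage). Its means were 136 ± 5.35, 155 ± 19.1 and 500.4 ± 20.2 units (± SD). Cyp1b1, which oxidizes steroids and polycyclic hydrocarbons, was at least 4.25-fold higher at E19 and at least 2.14-fold higher at P2 (adjusted p = 0.00121 and 0.00787). Its adult mean was 81.8 units, against 426 at E19 and 220.3 at P2. Cyp1a1 stayed under 100 units at all stages.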

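Cyp2u1, which hydroxylates fatty acids, had a log2 fold change of -0.04 at E19 (standard error 0.10, limma adjusted p = 0.749, n = 2 pools per stage). At P2 it was higher by 0.33 (adjusted p = 0.0457), a call that ended when any 1 of the 6 arrays was left out (log2 0.25 to 0.41). Cyp2j4, an epoxygenase of arachidonic acid, had 122 units at E19, 128 at P2 and 91.4 in the adult. It was at least 1.22-fold higher at E19 and at least 1.28-fold higher at P2 (adjusted p = 0.0217 and 0.016). The Cyp2j4 call ended at E19 without either E19 pool or adult pool 2 (log2 0.34 to 0.50) and at P2 without either P2 pool or adult pool 2 (log2 0.41 to 0.52).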

*Cyp2j4* and *Cyp2u1* expression did not change throughout development. Expression of microsomal epoxide hydrolase 1 (*Ephx1*) was high and steady in choroid plexus from E19 onwards, and only moderately lower (6-fold, p < 0.001) at E15. 

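Ephx1, the microsomal epoxide hydrolase, had 3295 ± 198 units at E19, 3941 ± 317 at P2 and 3236 ± 23.5 in the adult (mean ± SD, n = 2 pools). Against the adult its log2 fold change was 0.02 at E19 (standard error 0.10, limma adjusted p = 0.85) and 0.28 at P2 (adjusted p = 0.0684). Ephx1 did not pass the test at either stage.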

*Ephx2* transcripts, coding for the soluble form of epoxide hydrolase, were more abundant in choroid plexus from developing animals compared to adults (Figure 4A). 

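Ephx2, the soluble epoxide hydrolase, had 248 ± 153 units at E19, 1009 ± 279 at P2 and 96.6 ± 5.37 in the adult (mean ± SD, n = 2 pools). At P2 it was 10.3-fold higher than in the adult (log2 fold change 3.36, standard error 0.46, limma adjusted p = 0.0040). At E19 its log2 fold change of 1.21 did not pass the test (adjusted p = 0.0774), though it did without E19 pool 2 (log2 1.89, adjusted p = 0.0125).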

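Fmo1, a flavin monooxygenase, had a log2 fold change of 0.43 at E19 and 0.84 at P2 against the adult (standard error 0.51, limma adjusted p = 0.505 and 0.22, n = 2 pools per stage). Fmo5 stood at -0.01 and -0.16 (adjusted p = 0.934 and 0.356). Neither gene passed the test. Fmo2 and Fmo4 did not reach a mean of 100 units at any stage. Over the 8 tested phase I enzymes the counts were 2 higher, 1 lower and 5 not passing the test at E19 and 4 higher, 1 lower and 3 not passing the test at P2 (2 higher and 1 lower adjusted over the list alone at E19, 5 higher and 1 lower adjusted over the list alone at P2), on a list the study chose on these samples and so not independent evidence.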

All Fmo genes *(Fmo1* to −*5)* were expressed in choroid plexus from developing animals at levels close to adult levels, except for *Fmo3*, which was lower at P2 and E19 and undetectable at E15 (Figure 4B).

**Figure 4:**
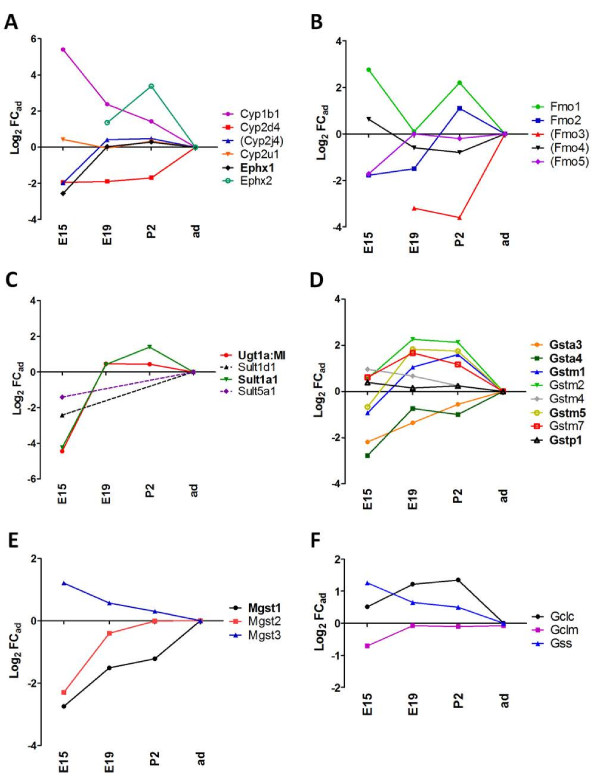
**Developmental profiles of drug metabolizing enzymes. (A)** shows gene expression profiles for different cytochrome P450 enzymes and epoxide hydrolases in the lateral ventricle choroid plexus. *Cyp2u1* and *Ephx1* display similar Log_2_ FC_ad_ during development, thus the developmental profile overlap on the graph. No expression for *Cyp2u1* was detected at E15. **(B)** shows gene expression profiles for flavin-dependent monoxygenase. *Fmo3* was undetectable at E15. **(C)** shows gene expression profiles for UDP glucuronosyltransferases and sulfotransferases. Ugt2a1 was detected in adult, but not at E15. **(D)** shows gene expression profiles for soluble glutathione-S-transferases, and **(E)** for microsomal glutathione-*S*-transferases. **(F)** shows expression profiles for genes involved in GSH synthesis and metabolism. MI, multiple isoforms. Other abbreviations, data analysis, and data expression as in Figures 2 and 3.

The present data suggest that Cyps play a marginal role in detoxification at the choroid plexus. This is in line with the low Cyp activities reported previously for choroidal tissue [70], and with the lack of Cyp1a1 activity in choroid plexus, the protein being detected only after inductive treatment and only in choroidal vessels [71,72]. Of note, Cyp1b1, known as the main Cyp isoform expressed at the blood–brain barrier in both rat and human [73,74], may have a specific detoxification function at the choroid plexus in early development, as its expression is highest in the pre- and postnatal period.

In contrast to Cyps, both Fmos and epoxide hydrolases appear to play significant detoxification roles at the blood-CSF barrier. The high level of expression of *Ephx1* in choroid plexus is in line with the high mEphx1 activity measured in the rat tissue [70] and with the strong immunoreactivity of the mouse choroidal epithelium [75]. *Ephx1* is well expressed throughout development, pointing to an efficient enzymatic protection towards carcinogenic epoxides and epoxide drug-intermediates from the embryonic period onwards. Ephx2 more specifically metabolizes lipid-derived epoxides, such as epoxyeicosatrienoic acids. Its age-dependent expression profile suggests a function in modulating lipid signaling during development.

*Fmo1* and *Fmo3*, whose transcripts were both detected in choroid plexus, are considered as the most important members in the Fmo family with regard to detoxication of foreign compounds [76]. *Fmo1* mRNA was previously detected in mouse choroid plexus by *in situ* hybridization [76]. The developmental profiles we observed for *Fmo* genes suggest that Fmo1-dependent biotransformation reactions support important choroidal detoxification pathways in the developing brain, which have never been explored. The significance of *Fmo2* transcripts encoding a truncated non-functional protein [76], and of *Fmo4* and *Fmo5* which were expressed at continuous but low level during development remains elusive in the context of detoxification.

#### Phase II drug metabolizing enzymes

Phase II of drug metabolism is catalyzed mainly by UDP-glucuronosyltransferases (Ugt), sulfotransferases (Sult), and glutathione-*S*-transferases (Gst). Similar to efflux transporters, the three enzyme families are multigenic families, composed of multiple isoforms with differential substrate specificities. This explains the broad substrate specificity of the overall detoxification process [21].

Among detoxifying Ugts, the highly homologous genes of the Ugt1a subfamily could not be distinguished by the microarray probes. Transcripts of these genes were highly and steadily present from E19 to adult (Figure 4C). 

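The Ugt1a genes encode glucuronosyltransferases that share their 3' exons, and 8 of them are annotated to the same 2 probe sets. The brighter probe set had 3470.0 ± 9.39 units at E19, 3417 ± 194 at P2 and 2518 ± 90.2 in the adult (mean ± SD, n = 2 pools). It was higher at E19 (log2 fold change 0.46, standard error 0.09, limma adjusted p = 0.00937) and at P2 (0.44, adjusted p = 0.0127). The dimmer probe set had means of 1795, 1636 and 1423 units. It was higher at E19 (0.33, adjusted p = 0.0359) and stood at 0.20 at P2 (adjusted p = 0.148). The values belong to the group and to no single gene.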

Their level of expression was lower at E15. This is in agreement with enzymatic data showing that planar molecules, which are typical substrates of Ugt1a enzymes, are efficiently conjugated by choroid plexus epithelial cells both in adult and newborn rat [22,70]. The Ugt1a1 isoform plays an important physiological role in the hepatic clearance of bilirubin in addition to xenobiotics. Conjugation of bilirubin at the blood-CSF barrier could represent an efficient mechanism to prevent the cerebral accumulation of bilirubin in hyperbilirubinemia [77].

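Sult1a1, a phenol sulfotransferase, had 3779 ± 179.8 units at E19, 7424 ± 1089 at P2 and 2823 ± 184 in the adult (mean ± SD, n = 2 pools). At P2 it was 2.62-fold higher than in the adult (limma, adjusted p = 0.0013). At E19 it was higher by a log2 fold change of 0.42 (adjusted p = 0.044), a call that ended without either E19 pool or either adult pool (log2 0.35 to 0.49). Sult5a1 was lower at E19 (-0.53, adjusted p = 0.00814), except without E19 pool 1 (log2 -0.47). At P2 Sult5a1 was lower, at -0.40 (adjusted p = 0.0224), except without P2 pool 2 or either adult pool (log2 -0.42 to -0.33). Sult1d1 and Ugt2a1 did not reach a mean of 100 units. The Ugt and Sult list thus held 2 tested genes, with 1 higher, 1 lower and 0 not passing the test at both stages, also when adjusted over the list alone, on a list the study chose on these samples and so not independent evidence.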

*Sult1a1* displayed a similar profile of expression, its transcripts being enriched from E19 to adult, compared to E15. In line with this apparent high level of choroidal expression, Sult1a1-dependent enzymatic activity measured in various human brain regions from fetuses of 15–20 weeks of gestation was the highest in choroid plexus [27]. Sult1a1 is also responsible for the inactivation of thyroid hormones. In addition to xenobiotic conjugation, choroidal Sult1a1 could regulate the levels of these hormones critical for brain development.

Gsts are homo- or heterodimeric enzymes divided into three families, the cytosolic, microsomal and mitochondrial transferases. Within cytosolic Gsts, the alpha (Gsta), mu (Gstm), and pi (Gstp) classes are mainly involved in drug metabolism and detoxification pathways [30]. Some microsomal Gsts (Mgst) were also examined in this study. Although their best known functions are related to the biotransformation of arachidonic acid metabolites, these isoforms are also active in detoxification [30,78]. 

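Gstp1, the pi class glutathione S-transferase, had 6558 ± 146 units in the adult (mean ± SD, n = 2 pools). Gstm1 had 5572 units at E19, 8163 at P2 and 2686 in the adult, and Gstm5 had 5907, 5609 and 1665. Gsta1 had means of 4719, 8249 and 12113 units. This alpha class enzyme was 2.57-fold lower at E19 and 1.47-fold lower at P2 than in the adult (limma, adjusted p = 0.000331 and 0.00573). Gsta4, which conjugates 4-hydroxynonenal, was 1.67-fold lower at E19 (adjusted p = 0.0141), a call that ended without either E19 pool or adult pool 1 (log2 -0.74 to -0.61). At P2 Gsta4 was 2.01-fold lower (adjusted p = 0.00601). The probe set annotated to Gsta3 alone stayed under 100 units at all stages.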

Five out of seven detoxifying isoforms, *Gsta3*, *Gsta4*, *Gstm1*, *Gstm5*, and *Gstp1*, were highly expressed at the choroid plexus (Figure 4D). All mu isoforms, as well as *Gstp1* were expressed in choroid plexus of developing animals at similar or higher levels compared to adult. By contrast, transcripts of alpha *Gsts* were enriched in the adult (5- and 7-fold for *Gsta3* and *Gsta4* respectively) compared to E15. 

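Gstm2 was 4.79-fold higher at E19 and 4.43-fold higher at P2 than in the adult (limma, adjusted p = 0.000389 and 0.00058, n = 2 pools per stage). Gstm5, another mu class enzyme, had a log2 fold change of 1.90 at E19 (standard error 0.34, adjusted p = 0.00786) and 1.81 at P2 (adjusted p = 0.0107), the latter not called without P2 pool 1 (log2 1.57). Gstm1 was 2.08-fold and 3.04-fold higher (adjusted p = 0.000892 and 0.000377), and Gstm7 3.19-fold and 2.26-fold higher (adjusted p = 0.000731 and 0.00271). Gstm4 was higher at E19 (0.67, adjusted p = 0.0127), except without either E19 pool or adult pool 2 (log2 0.61 to 0.72), and stood at 0.24 at P2 (adjusted p = 0.218). Gstp1 stood at 0.15 and 0.24 (adjusted p = 0.171 and 0.0617). Over the 11 tested transferases, the microsomal ones included, the counts were 6 higher, 3 lower and 2 not passing the test at E19 and 4 higher, 3 lower and 4 not passing the test at P2 (6 higher and 3 lower adjusted over the list alone at E19, 5 higher and 3 lower adjusted over the list alone at P2), on a list the study chose on these samples and so not independent evidence.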

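Mgst1, a microsomal glutathione transferase, had 1047 ± 86.3 units at E19, 1292 ± 132 at P2 and 3024 ± 66.4 in the adult (mean ± SD, n = 2 pools). It was 2.89-fold lower at E19 and 2.35-fold lower at P2 than in the adult (limma, adjusted p = 0.000515 and 0.00123). Mgst3 was higher at E19 (log2 fold change 0.56, adjusted p = 0.0108), but not without E19 pool 2 (log2 0.46). At P2 Mgst3 stood at 0.30 (adjusted p = 0.0786), and Mgst2 stood at -0.38 and -0.01 (adjusted p = 0.151 and 0.971).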

*Mgst1*, highly expressed in choroid plexus, showed a clear developmental up-regulation from E15 to adult, in contrast to *Mgst3* whose mRNA level was highest at E15 (Figure 4E). The diversity of *Gst* genes that we found expressed in choroid plexus is in accordance with the previous immunodetection of all alpha, mu and pi Gst classes in the adult rat choroidal epithelium [79-81]. The overall high levels of *Gst* transcripts observed during the perinatal period is in line with earlier studies showing Gst-positive cells in rat choroid plexus at embryonic day 16 [82] and with the presence of Gst pi in human fetal choroid plexus [83]. This transcriptional regulation parallels our previous enzymatic data showing that in both rat and human the choroidal conjugation of GSH with 1-chloro-2,4-dinitrobenzene, a substrate for multiple GSTs, was higher in fetus and newborn than in adult [22,23].

The rate of glutahione synthesis is in part determined by the activity of glutamate-cysteine ligase, which is composed of a catalytic subunit (Gclc) and a modulatory subunit (Gclm). These two genes, as well as the glutathione synthase gene (*Gss*) were expressed in choroid plexus from E15 onwards (Figure 4F). Transcripts levels in perinatal stages were equal or slightly higher to those in adult. 

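Gclc, the catalytic subunit of the rate-limiting enzyme, was 2.33-fold higher at E19 and 2.55-fold higher at P2 than in the adult (limma, adjusted p = 0.000717 and 0.000717, n = 2 pools per stage). Gss was higher at E19 (log2 fold change 0.65, standard error 0.10, adjusted p = 0.00531). At P2 it was higher by 0.50 (adjusted p = 0.0142), a call that ended without either P2 pool or adult pool 2 (log2 0.42 to 0.52). The modulatory subunit Gclm stood at -0.07 and -0.11 (adjusted p = 0.574 and 0.374) and did not pass the test. Of the 3 genes, there were 2 higher, 0 lower and 1 not passing the test at each stage, also when adjusted over the list alone, on a list the study chose on these samples and so not independent evidence.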

These profiles suggest that the large capacity of the choroidal tissue to synthesize glutathione described in adults [84] is already acquired in embryos*.*

Both Mgst1, previously localized in epithelial cells of rat choroid plexuses [85], and Mgst3 have been described to have a peroxidase activity in addition to their glutathione-*S*-transferase activity [30]. *In vitro* experiments performed in MCF-7 breast carcinoma cells suggested that Mgst1 protects the cells against damages induced by cytostatic drugs or against SiO2 nanoparticle-induced oxidative stress and cytotoxicity [86]. Such antioxidant protection would be provided at the choroid plexus during development, by Mgst3 in earlier stages, then by Mgst1. These enzymes could reinforce the overall large antioxidant capacity of choroid plexus, which relies on various other enzymes present in this tissue (see below).

#### Antioxidant enzymes

Cells forming the blood-CSF barrier are exposed to oxidative stress of various origins. First, they face blood-borne pro-oxidant compounds. They also have an overall high mitochondrial activity, which is a substantial local source of oxygen-derived species. In addition, these cells are exposed to the reactive and potentially deleterious intermediate metabolites that can form as a drawback of phase I oxidative and reductive metabolism and of selected phase II reactions. Choroidal cells possess an extensive enzymatic machinery to inactivate all these reactive molecules. It includes superoxide dismutases (Sod), which inactivate superoxide anions, catalase (Cat), which cleaves hydrogen peroxide, and glutathione peroxidases (Gpx), which metabolize a large spectrum of peroxide species. Some isoforms of the latter enzymes require glutathione in their catalytic cycle, and thus function in conjunction with glutathione reductase (Gsr), which regenerates the reduced form of the thiol-containing molecule (reviewed in [87]).

Five out of eight Gpx genes identified in mammals (*Gpx1, -*3, -4, -7, and −8) and *Gsr* were detected in choroid plexuses (Figure 5A). All were expressed at similar or higher levels during the perinatal period compared to adult. 

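Gpx7, a peroxidase of the endoplasmic reticulum, had 1415 ± 132 units at E19, 1107 ± 50.9 at P2 and 240.4 ± 7.46 in the adult (mean ± SD, n = 2 pools). It was 5.87-fold higher at E19 and 4.6-fold higher at P2 than in the adult (limma, adjusted p = 0.000118 and 0.000216). The secreted Gpx3 was at least 1.88-fold higher at E19 and at least 2.06-fold higher at P2 (adjusted p = 0.000612 and 0.000634). Gpx8 was lower at E19 (log2 fold change -0.48, adjusted p = 0.00677), except without E19 pool 1 (log2 -0.44), and at P2 (-0.43, adjusted p = 0.0115). Glutathione reductase, Gsr, stood at 0.22 and 0.22 (adjusted p = 0.38 and 0.37). With Gpx1 and Gpx4, 6 genes were tested, with 2 higher, 3 lower and 1 not passing the test at each stage, also when adjusted over the list alone, on a list the study chose on these samples and so not independent evidence.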

At E15, Log_2_Fc_ad_ absolute values were lower than 2, indicating only limited variation at this early embryonic stage. 

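Gpx4, which reduces lipid hydroperoxides in membranes, had 9779.9 ± 108 units at E19, 10458 ± 319 at P2 and 14163 ± 338 in the adult (mean ± SD, n = 2 pools). It was lower at E19 (log2 fold change -0.53, standard error 0.08, limma adjusted p = 0.0045) and at P2 (-0.44, adjusted p = 0.0101) than in the adult. Gpx1, the cytosolic peroxidase, had means of 11767, 11344 and 13914 units. It was lower, at -0.24 at E19 and -0.29 at P2 (adjusted p = 0.0479 and 0.0292). Those calls ended, at E19 when any 1 of the 6 arrays was left out (log2 -0.25 to -0.23) and at P2 when any 1 of the 6 arrays was left out (log2 -0.31 to -0.28).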

*Gpx1* and *Gpx4* were expressed at high levels at all stages. Gpx1 is mainly devoted to the metabolism of hydrogen peroxide when produced in excess, as occurring in infections, while Gpx4 specifically inactivates membrane-integrated hydroperoxy lipids. It thereby counteracts the activity of lipoxygenases, and can modulate inflammatory responses [87]. Very high Gpx activities have been measured in rat choroid plexuses isolated from adults [88]. It is expected from our data that these enzymes are already functional at earlier times and therefore contribute to protect the developing brain against oxidative and inflammatory insults. 

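Sod3, the extracellular superoxide dismutase, had 1438 ± 4.53 units at E19, 3524 ± 749 at P2 and 2991 ± 67.6 in the adult (mean ± SD, n = 2 pools). It was 2.08-fold lower at E19 than in the adult (limma, adjusted p = 0.00413) and stood at a log2 fold change of 0.22 at P2 (adjusted p = 0.291), called only without P2 pool 1 (log2 0.44, adjusted p = 0.0367). Sod1 stood at -0.21 at E19 (adjusted p = 0.080) and was lower, at -0.29 at P2 (adjusted p = 0.0359), a call that ended when any 1 of the 6 arrays was left out (log2 -0.32 to -0.25). Catalase, Cat, had 3395, 3407 and 2933 units and did not pass the test (0.21 and 0.22, adjusted p = 0.10 and 0.102). Sod2, the mitochondrial dismutase, was lower at E19 (-0.75, adjusted p = 0.00865), except without E19 pool 2 (log2 -0.65). At P2 Sod2 was lower, at -0.60 (adjusted p = 0.020), except without P2 pool 1 or either adult pool (log2 -0.63 to -0.44). The 4 genes gave 0 higher, 2 lower and 2 not passing the test at each stage, also when adjusted over the list alone, on a list the study chose on these samples and so not independent evidence. Genes of oxidative phosphorylation, 31 tested, gave 0 higher, 18 lower and 13 not passing the test at E19 (0 higher and 18 lower adjusted over the list alone, camera adjusted p = 6.37e-05, adjusted p = 0.254 with an estimated correlation). At P2 they gave 0 higher, 10 lower and 21 not passing the test (0 higher and 10 lower adjusted over the list alone, camera adjusted p = 3.16e-05, adjusted p = 0.243 with an estimated correlation).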

The soluble Cu/Zn superoxide dismutase genes *Sod*1 and *Sod3,* as well as the *cat* gene were also highly expressed in choroid plexus both during the perinatal period and in adult (Figure 5B). Variations in expression of *Sod* genes were more heterogeneous in choroid plexuses in E15 animals than in subsequent developmental stages. A strong immunoreactivity for catalase was previously detected in rat choroid plexus as early as at E14.5 [89].

**Figure 5:**
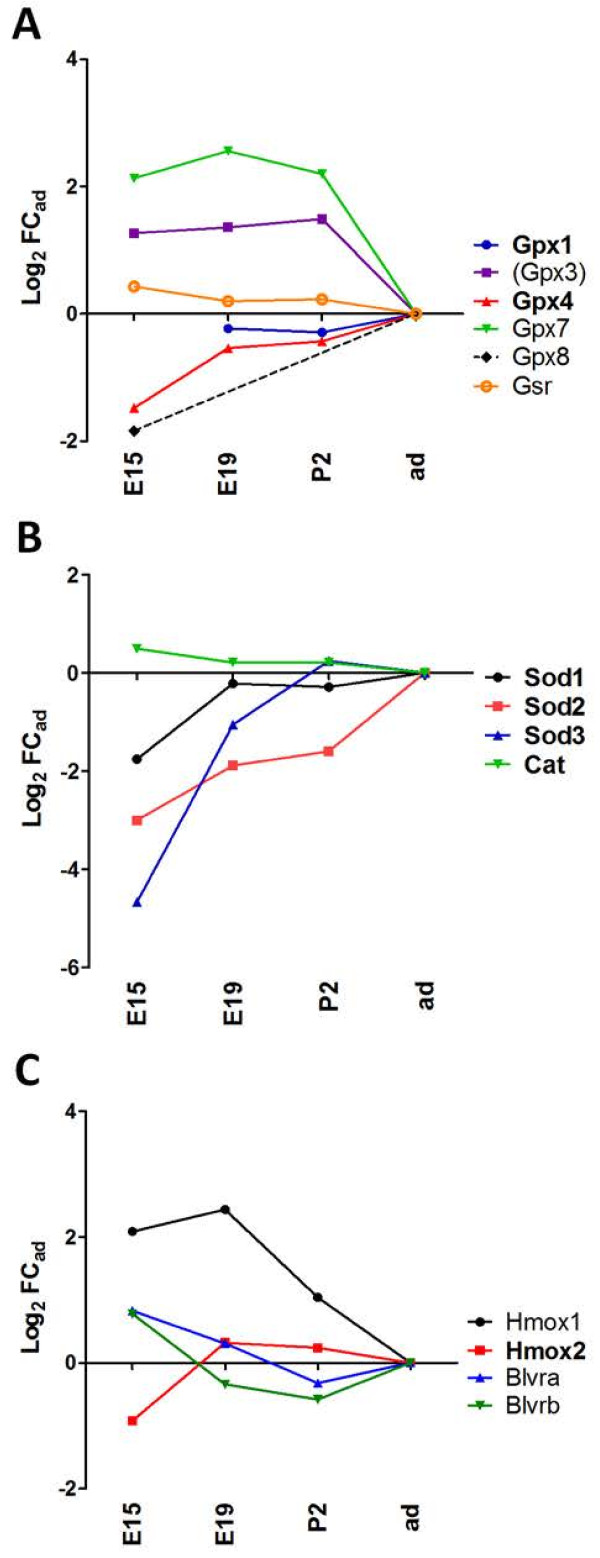
**Developmental profiles of other antioxidant enzymes. (A)** shows gene expression profiles for different glutathione peroxidases and glutathione reductase, **(B)** shows gene expression profiles for superoxide dismutases and for catalase, and **(C)** for heme oxygenases and biliverdin reductases. Abbreviations, data analysis, and data expression as in Figures 2 and 3.

Mammalian cells display several other means of protection against reactive species, including the heme oxygenase (Hmox) pathway. Hmox proteins catalyse the degradation of heme, resulting in the formation of biliverdin, which in turn can be converted via biliverdin reductases (Bvr) into bilirubin. Intracellular unconjugated bilirubin acts as antioxidant, and the biliverdin/bilirubin redox cycle is considered as an important constituent of the cellular antioxidant defense system acting mainly towards lipophilic reactive species [77]. Moderate hyperbilirubinemia was found neuroprotective against focal ischemia to which neonates are especially susceptible [90]. Both stress-inducible *Hmox1* and constitutive *Hmox2* genes, as well as the *Bvra* and *Bvrb* genes were expressed in choroid plexus (Figure 5C). 

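Hmox1, the inducible heme oxygenase, had 810.0 ± 23.6 units at E19, 305 ± 29.6 at P2 and 149 ± 39.6 in the adult (mean ± SD, n = 2 pools). It was 5.53-fold higher at E19 (log2 fold change 2.47, standard error 0.20, limma adjusted p = 0.000619). At P2 it was 2.08-fold higher (adjusted p = 0.0103), but not without P2 pool 1 (log2 0.96). Hmox2, the constitutive form, stood at 0.33 and 0.25 (adjusted p = 0.0855 and 0.171), called only without adult pool 1 (adjusted p = 0.0229 and 0.0406). With the biliverdin reductases, 4 genes of the pathway were tested, with 1 higher, 1 lower and 2 not passing the test at each stage, also when adjusted over the list alone, on a list the study chose on these samples and so not independent evidence. Erythroid markers, 7 tested, gave 7 higher, 0 lower and 0 not passing the test at E19 (7 higher and 0 lower adjusted over the list alone, camera adjusted p = 0.00118, adjusted p = 0.186 with an estimated correlation). At P2 they gave 6 higher, 0 lower and 1 not passing the test (7 higher and 0 lower adjusted over the list alone, camera adjusted p = 0.00334, adjusted p = 0.213 with an estimated correlation).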

For all four genes, transcripts were detected at similar or slightly higher levels during development than in adults (log_2_ FC_ad_ values between −0.92 to 2.44). In line with our data, immunoreactivity of Hmox-2 usually considered as a neuronal isoform, has been reported in choroid plexuses of adult rats [91]. The steady expression of *Hmox2* and the concurrent enriched levels of *Hmox1* transcripts in embryonic stages represent a potent heme catabolic system able to generate biliverdin, not only in normal developmental conditions, but also in response to perinatal insults. In contrast to the liver, in which *bvra* and *bvrb* showed opposite age-dependent profiles of expression [92], both genes were expressed at similar levels in choroid plexuses from E19 to the adult stage. Thus the bilirubin/biliverdin antioxidant redox cycle is likely to be efficient in choroidal cells throughout development.

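Blvra, the biliverdin reductase of adult tissue, had 194 ± 3.92, 126 ± 17.5 and 156 ± 43.7 units at E19, P2 and adult (mean ± SD, n = 2 pools). Its log2 fold change was 0.34 at E19 and -0.29 at P2 (limma, adjusted p = 0.236 and 0.306), called only at E19 without adult pool 1 (log2 0.63, adjusted p = 0.0346). Blvrb was lower at E19 (-0.34, adjusted p = 0.0188), a call that ended without either E19 pool or either adult pool (log2 -0.38 to -0.31). At P2 Blvrb was 1.5-fold lower than in the adult (adjusted p = 0.00408).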

#### Transcription factors involved in the regulation of detoxifying genes

Ligand and non-ligand activated transcription factors involved in the coordinated regulation of drug-metabolizing enzymes and transporters were incorporated in our study. They include the aryl hydrocarbon receptor (Ahr), the pregnane X receptor (*Nr1i2*), the constitutive androstane/activated receptor (*Nr1i3*), the peroxisome proliferator-activated receptor α (*Ppara*), the glucocorticoid receptor (*Nr3c1*), and the CCAAT/enhancer binding protein beta (*Cebpb*) reviewed in [29], and [30]. Ahr dimerizes with the Ahr nuclear translocator (Arnt, also known as Hif1b). Nr1i2, Nr1i3 and Ppara heterodimerize with the retinoid X receptor α (*Rxra*). The tumor protein p53 (Tp53) was added to the study as it was shown to directly mediate the transcriptional induction of *Abcb1* induced by genotoxic compounds [93]. The oxidative stress sensor nuclear factor erythroid 2-related factor 2 (*Nfe2l2*) and the hypoxia-inducible factor 1 alpha (*Hif1a*), all transcription factors involved in inductive processes mediated by redox imbalance and whose activation leads to the induction of detoxifying genes, are also reported. Four of these genes, *Rxra*, *Nfe2l2*, *Hif1a*, and *Nr3c1* were expressed at high levels in choroid plexuses. 

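Nfe2l2, the regulator of antioxidant response genes, had 2497 ± 151 units at E19, 2629 ± 17.9 at P2 and 2167 ± 157 in the adult (mean ± SD, n = 2 pools). Hif1a, a subunit of the hypoxia-inducible factor, had means of 4667, 4293 and 5731 units. The glucocorticoid receptor gene Nr3c1 had 1219, 1382 and 1151. The probe sets annotated to Rxra, a retinoid receptor, did not reach a mean of 100 units at any stage and Rxra was not tested.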

Apart from *Nr1i2*, whose expression was clearly upregulated from E15 to adult stage (p < 0.001), the choroidal expression of all transcription factors was remarkably steady throughout development (Figure 6). 

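Nr1i2, the pregnane X receptor that senses xenobiotics, had 60.5 ± 1.41 units at E19, 106 ± 6.09 at P2 and 351 ± 69.1 in the adult (mean ± SD, n = 2 pools). It was at least 3.47-fold lower at E19 and 3.29-fold lower at P2 than in the adult (limma, adjusted p = 0.000292 and 0.00108). At P2, Hif1a was lower, with a log2 fold change of -0.42 (adjusted p = 0.0119), but not without P2 pool 2 (log2 -0.39). Nfe2l2 stood at 0.28, Nr3c1 at 0.27 and Cebpb at 0.26 (adjusted p = 0.0651, 0.0777 and 0.112). Of 6 tested regulators, there were 0 higher, 2 lower and 4 not passing the test at E19 and at P2 alike, also when adjusted over the list alone, on a list the study chose on these samples and so not independent evidence.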

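Hif1a was lower at E19, with a log2 fold change of -0.30 (standard error 0.08, limma adjusted p = 0.0305, n = 2 pools per stage), a call that ended without either E19 pool or either adult pool (log2 -0.33 to -0.26). Nfe2l2 stood at 0.21 (adjusted p = 0.133) and Nr3c1 at 0.09 (adjusted p = 0.506). Cebpb, a leucine zipper factor, stood at 0.03 and Epas1, the relative of Hif1a, at -0.14 (adjusted p = 0.835 and 0.346). Ahr, Arnt, Ppara and Nr1i3 did not reach a mean of 100 units at any stage and have no fold change here.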

Absolute log_2_ FC_ad_ values determined at E19 were between 0 and 0.9.

**Figure 6:**
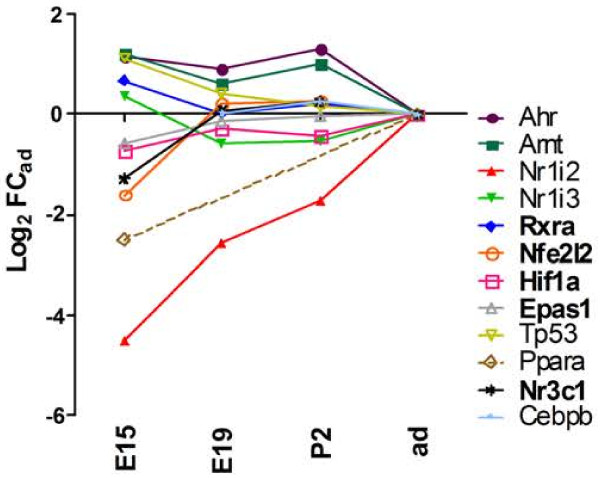
**Developmental profiles of transcription factors involved in regulation of detoxifying genes.** Gene expression profiles for transcription factors that regulate drug-metabolizing enzymes and efflux transporters, and for their co-regulators are shown. Abbreviations, data analysis, and data expression as in Figure 2.

Induction of choroidal drug metabolizing enzymes in choroid plexuses has been demonstrated only in adult rats, following treatment with polycyclic aromatic hydrocarbons, indicating that the AhR/Arnt-dependent pathway is functional at the blood-CSF barrier [72,94]. If functionality proves true for all factors throughout development, the panel of transcription factors that are expressed in choroid plexus suggests that following exposure to a large range of chemical xenobiotics the activity of drug metabolizing enzymes and transporters in the blood-CSF barrier can be induced in adult as well as in developing animals. Of note, the lower choroidal *Nr1i2* expression at E15 could be compensated by *Nr1i3* transcripts, as these two transcription factors regulate a number of common genes well expressed at the choroid plexus, such as *Ugt1a*, *Abcc* and cytosolic *Gsts*[95]. Similarly, the steady expression of *Nfe2l2*, *Hif1a*, and *Arnt* suggests that the neuroprotective functions of the blood-CSF barrier can be modulated in response to hypoxia and oxidative stress, whether occurring at early developmental age or in adult.

### Developmental profile of enzymes forming a barrier to neurotransmitters

A function of enzymatic barrier to monoamine neurotransmitters, that involves three enzymes, has been ascribed to the choroidal epithelium [96]. The Dopa-decarboxylase (Ddc) catalyzes the decarboxylation of L-3,4-dihydroxyphenylalanine (L-Dopa) to dopamine, L-5-hydroxytryptophan to serotonin, and L-tryptophan to tryptamine. Monoamine oxidases (*Mao*) in turn metabolize and degrade the monoamine neurotransmitters dopamine, serotonin, and adrenalin. Catechol-O-methyltransferase (*Comt*) catalyzes the O-methylation of catecholamine neurotransmitters and catechol hormones, leading to their inactivation. It also shortens the biological half-lives of certain neuroactive drugs, like L-Dopa, alpha-methyl Dopa, and isoproterenol [97]. Choroidal *Ddc* expression was 4- to 5.5-fold higher in the choroid plexus of developing animals as compared to adult, while levels of *Maoa*, *Maob*, and *Comt* transcripts varied very little between E15 and adult (Figure 7). These data suggest that a choroidal enzymatic barrier towards neurotransmitters is already established before birth. 

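Ddc, which makes dopamine and serotonin from their precursors, had 185 ± 16.6 units at E19, 162 ± 11.9 at P2 and 30.8 ± 1.49 in the adult (mean ± SD, n = 2 pools). It was at least 1.84-fold higher at E19 and at least 1.62-fold higher at P2 than in the adult (limma, adjusted p = 0.000132 and 0.000209). Maoa, a monoamine oxidase, was lower at E19 (log2 fold change -0.37, adjusted p = 0.0404), a call that ended without either E19 pool or either adult pool (log2 -0.42 to -0.33). At P2 Maoa was 1.77-fold lower (adjusted p = 0.00401). Maob was lower at E19 (-0.76, adjusted p = 0.0438), except without either E19 pool or adult pool 1 (log2 -0.90 to -0.53), and stood at -0.10 at P2 (adjusted p = 0.737). Neuronal markers, 6 tested, gave 0 higher, 1 lower and 5 not passing the test at E19 and 2 higher, 1 lower and 3 not passing the test at P2 (0 higher and 1 lower adjusted over the list alone and 2 higher and 1 lower adjusted over the list alone, camera adjusted p = 0.827 and 0.763). The lower neuronal marker at P2, Snap25, was not called without either E19 pool or either P2 pool (log2 -0.91 to -0.69). At E19 Stmn2 was called only without adult pool 1 (log2 1.22), and Gap43 only without either P2 pool (log2 0.38). Astrocyte and oligodendrocyte markers, 8 tested, gave 0 higher, 8 lower and 0 not passing the test at E19 (0 higher and 8 lower adjusted over the list alone, camera adjusted p = 0.0016, adjusted p = 0.261 with an estimated correlation). At P2 they gave 0 higher, 4 lower and 4 not passing the test (0 higher and 4 lower adjusted over the list alone, camera adjusted p = 0.0123, adjusted p = 0.31 with an estimated correlation). The P2 calls of Mbp and Mobp ended without adult pool 1 (fitted log2 -4.96 and -5.31). Those of Mobp and Mag ended without P2 pool 2 (fitted log2 -3.96 and -1.18). The P2 call of Mobp also ended without adult pool 2 (fitted log2 -6.77). Gfap was called at P2 only without adult pool 2 (log2 -0.91). At E19 the calls of Mbp and Mobp ended without E19 pool 1 or adult pool 1 (fitted log2 -5.52 to -4.36). The E19 call of Mbp also ended without E19 pool 2 (fitted log2 -5.61), and that of Mobp without adult pool 2 (fitted log2 -6.99).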

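Maoa had 913 ± 41.9 units at E19, 671 ± 82.6 at P2 and 1183 ± 2.71 in the adult, and Maob had 100.0 ± 13.2, 159 ± 37.3 and 171 ± 38.7 (mean ± SD, n = 2 pools). These enzymes degrade monoamines. Of the 3 tested genes of the barrier against neurotransmitters, the counts were 1 higher, 2 lower and 0 not passing the test at E19 and 1 higher, 1 lower and 1 not passing the test at P2 by limma, unchanged when adjusted over the list alone, on a list the study chose on these samples and so not independent evidence. From the levels before birth, the paper proposes that an enzymatic barrier against neurotransmitters is in place by then.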

If functional, as observed in adult [96], it could represent a protective mechanism preventing blood-borne monoamines from interfering with central neurotransmission.

**Figure 7:**
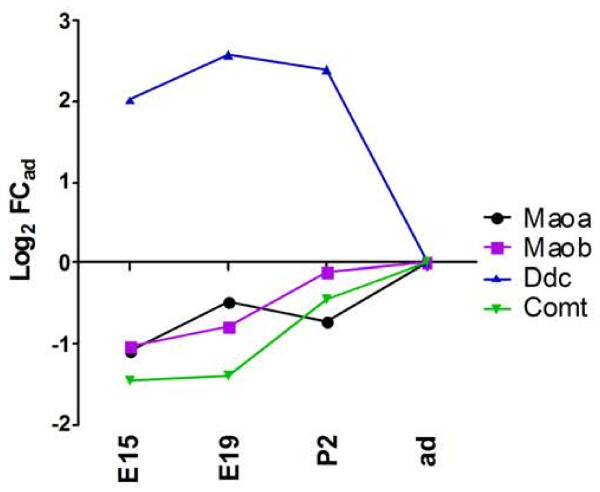
**Developmental profiles of enzymes forming a barrier to neurotransmitters.** Gene expression profiles for monoamine oxidases, dopa decarboxylase and catechol-O-methyltransferase are shown. Abbreviations, data analysis, and data expression as in Figure 2.

### General comments

The combination of Affymetrix microarrays, RNA-Seq and qRT-PCR has enabled a comprehensive analysis of expression of choroid plexus genes involved in neuroprotection from embryonic through postnatal development compared with the adult. By their nature, microarrays are not comprehensive, but the additional use of RNA-Seq and qRT-PCR allowed the detection and quantification of genes not represented in the microarray. On the other hand some genes detected in the Affymetrix arrays were below or close to threshold in RNA-Seq. The quantitative estimates of changes in expression level of individual genes are more secure, because of the use of three independent methods.

The choroidal tissue microdissected from brain is predominantly constituted by the choroidal epithelial layer that forms the blood-CSF barrier, it also contains in smaller numbers fibroblasts and some myeloid cells forming the stromal core of the choroid plexus, and endothelial cells forming the choroidal vessels. Our study does not discriminate between these different cell types. However, apart from Cldn5 and Cyp1a1 which are localized in choroidal vessels [15,71], all other neuroprotective gene products for which immunohistochemical or functional analyses have been performed at the level of the choroid plexus have been identified in the choroidal epithelium. These include Cldn1, Cldn2, Cldn3, Cldn9, Cldn19, Abcc1, Abcc4, Slco1a4, Slco1a5, Slc22a6, Slc22a8, Slc15a2, concentrative and equilibrative nucleoside transporters, Ephx1, Ugt1a, several cytosolic and membrane-bound Gsts, cat, and enzymes bearing a barrier function to neurotransmitters [17-19,22,23,25,46,56,57,67],[69,75,80,85,89,96]. The present gene expression analysis therefore supports the concept that the blood-CSF barrier possesses an efficient neuroprotective machinery during the pre- and postnatal stages of development. This is reflected by the overall limited variation in the choroidal expression of efflux transporters and metabolizing/antioxidant enzymes between E19, P2 and adult animals (Table 2). 

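Transporter genes, 23 tested, gave 7 higher, 10 lower and 6 not passing at E19 and 6 higher, 9 lower and 8 not passing at P2 (9 higher and 10 lower adjusted over the list alone at E19, 6 higher and 10 lower adjusted over the list alone at P2; limma, n = 2 pools per stage). Metabolizing and antioxidant enzymes, 41 tested, gave 15 higher, 13 lower and 13 not passing at E19 and 15 higher, 12 lower and 14 not passing at P2 (15 higher and 13 lower adjusted over the list alone at E19, 16 higher and 12 lower adjusted over the list alone at P2). Changed enzymes at E19 numbered 18 without E19 pool 1, and changed transporters at P2 7 with no filter. Both lists were chosen by the study on these samples and are not independent evidence. Genes of the cell cycle moved with the stage too. Of 39 tested, there were 38 higher, 0 lower and 1 not passing the test at E19 (38 higher and 0 lower adjusted over the list alone, camera adjusted p = 1.66e-13, adjusted p = 0.0556 with an estimated correlation). At P2 the counts were 37 higher, 0 lower and 2 not passing the test (37 higher and 0 lower adjusted over the list alone, camera adjusted p = 2.35e-13, adjusted p = 0.0565 with an estimated correlation). The estimated correlation of this list, -0.012, lay under the preset 0.01. Correlation between its genes therefore does not explain the larger p. Cdk1, the kinase that drives mitosis, was at least 17.7-fold higher at E19 and at least 17.6-fold higher at P2 (adjusted p = 5.23e-05 and 8.01e-05). The paper sees its expression data as backing the concept of a blood-CSF barrier equipped to protect the brain before and after birth.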

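Averaged without regard to direction, the fold change against the adult was 4.25 ± 1.26 at E19 and 3.0 ± 0.759 at P2 for transporter genes such as Abcc4 and Slco1a5 (mean ± SEM over 23 genes). For enzyme genes such as Gpx4 and Ephx1 it was 2.17 ± 0.224 and 2.13 ± 0.261 (41 genes). Tight junction genes gave 1.95 ± 0.186 and 1.88 ± 0.264 (16 genes), and transcription factor genes 1.88 ± 0.771 and 1.54 ± 0.352 (6 genes). These means use fitted values, including those that rest on intensities under 100 units. With such values set to 100 units, the transporter means were 2.5 and 1.98. Without adult pool 2 the fitted transporter mean at E19 was 6.56. Between E19 and P2 the mean differed for transporters in a permutation over genes (adjusted p = 0.00237, and 0.00606 with values under 100 units set to 100) and did not pass the test for tight junction genes or enzymes (adjusted p = 0.89 and 0.89), genes being taken as independent and in place of the 2 pools. Slco1a4 and Sod3 were among the 12 of 86 genes of the study that were lower at E19 than at P2, and Hmox1 was the 1 that was higher, while 73 did not pass the test from limma. Each of these calls between E19 and P2 ended without any 1 of the 4 arrays of those stages. The paper describes the variation between E19, P2 and adult as limited overall, and as reflecting protective machinery.

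**Figure D1:**
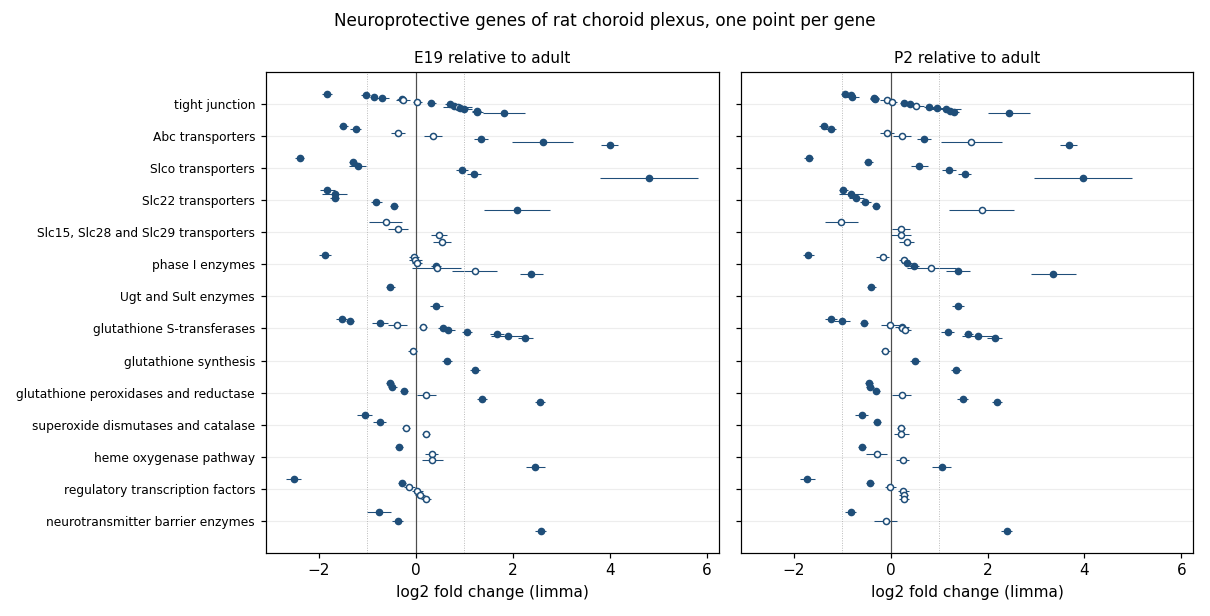
Log2 fold change against the adult at E19 (left) and at P2 (right) of each gene of the study that was tested, by family, with the standard error from limma as bars. Filled points have an adjusted p under 0.05 and open points do not. Most points lie between -2 and 2. Points are fitted values, and those of genes such as Abcc9 and Slco2a1 rest on adult intensities under 100 units.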

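Fitted changes of over 4-fold against the adult were found for 11 of 86 genes of the study at E19 and for 7 at P2 (limma, n = 2 pools per stage). With bounds against 100 units in place of fitted values under 100, a count added after the values were seen, 6 genes at E19 and 5 at P2 were over 4-fold. Fitted changes of at most 2-fold were found for 50 genes at E19 and 56 at P2. The transporter Slco1c1, the transferase Gstm2, the peroxidase Gpx7 and Hmox1 were among those over 4-fold at E19 with intensities above 100 units at both stages. Of all tested genes of the study, 30 were higher, 30 lower and 26 did not pass at E19. At P2 29 were higher, 28 lower and 29 did not pass. With Slc16a10 counted, 22 of 61 calls at E19 and 22 of 58 at P2 ended when some 1 array was left out. Another 8 genes at E19 and 7 at P2 that did not pass were called when some 1 array was left out.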

Only a limited number of genes displayed a large age-dependent up or down regulation within this timeframe. The 16-fold higher transcript levels for *Abcc9 and Slco2a1* detected at E19 compared to adult likely reflect differences between the perinatal and adult functions of the blood-CSF barrier. These specificities remain to be investigated. 

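Abcc9 had 1074 ± 60.8 units at E19, 870.2 ± 201 at P2 and 67.3 ± 3.02 in the adult, and Slco2a1 had 369.6 ± 50.4, 219.7 ± 111 and 21.1 ± 23.4 (mean ± SD, n = 2 pools). Emcn, the endothelial sialomucin endomucin, was 12.0-fold higher at E19 (limma, adjusted p = 5.23e-05), and Pecam1, an endothelial adhesion molecule, at least 3.47-fold higher (adjusted p = 0.000655). Emcn stood furthest of 16 tested endothelium genes, with 15 higher, 0 lower and 1 not passing the test at E19 (15 higher and 0 lower adjusted over the list alone, camera adjusted p = 5.07e-06, adjusted p = 0.186 with an estimated correlation). Rgs5, a marker of pericytes, was 14.1-fold higher at E19 and 13.7-fold higher at P2 (adjusted p = 8.13e-05 and 0.000101). The 9 tested mural genes gave 6 higher, 1 lower and 2 not passing the test at E19 (6 higher and 1 lower adjusted over the list alone, camera adjusted p = 0.0665, adjusted p = 0.254 with an estimated correlation) and 7 higher, 0 lower and 2 not passing the test at P2 (7 higher and 0 lower adjusted over the list alone, camera adjusted p = 0.0104, adjusted p = 0.213 with an estimated correlation). Of 24 tested genes of fibroblasts and matrix, there were 18 higher, 4 lower and 2 not passing the test at E19 (18 higher and 5 lower adjusted over the list alone, camera adjusted p = 0.00162, adjusted p = 0.39 with an estimated correlation). At P2 the counts were 16 higher, 3 lower and 5 not passing the test (17 higher and 4 lower adjusted over the list alone, camera adjusted p = 0.00101, adjusted p = 0.31 with an estimated correlation). Col3a1, a collagen of loose connective tissue, was 14.8-fold higher at E19 (adjusted p = 8.51e-05), while Fmod, a small proteoglycan, was 3.69-fold lower (adjusted p = 0.000306). The paper proposes that the levels of Abcc9 and Slco2a1 stem from differing perinatal and adult functions of the barrier.

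**Figure D2:**
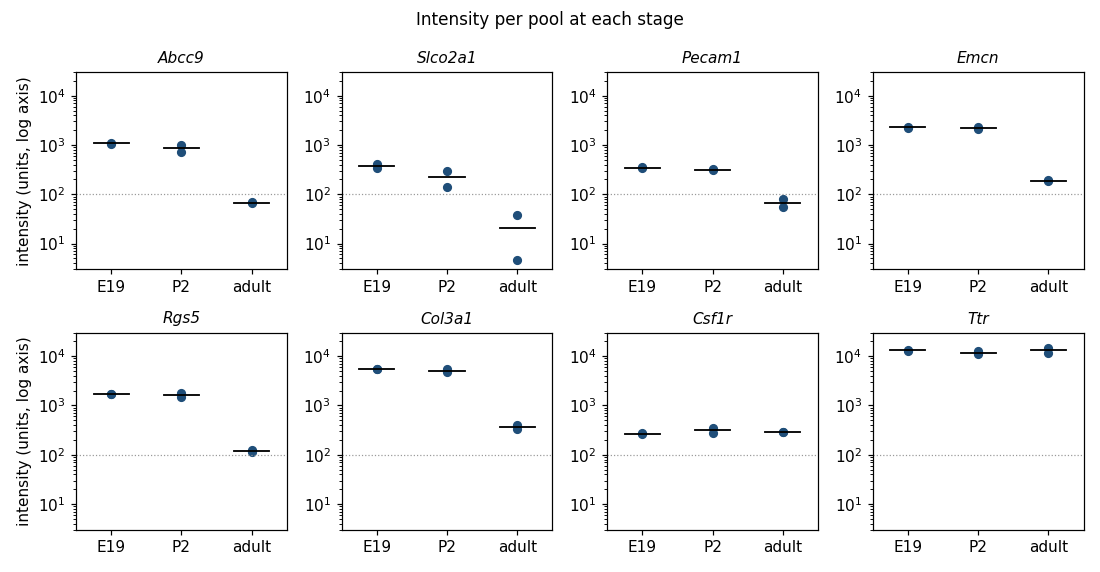
Intensity of each pool (points, log axis) at E19, P2 and adult, with the stage mean as a line, for Abcc9, Slco2a1, the vessel and stroma markers Pecam1, Emcn, Rgs5 and Col3a1, the macrophage marker Csf1r and the epithelial marker Ttr. The dotted line marks 100 units, under which both adult pools of Abcc9, Slco2a1 and Pecam1 lie.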

The variation in gene expression relative to adult levels is more pronounced at E15 than at perinatal stages of development (Table 2). Thirty percent of the neuroprotective genes analyzed in the present work were expressed at levels at least 4-fold lower at E15 compared to E19, reflecting some degree of maturation of the functions associated with these genes between early embryonic and late fetal stages. By contrast, transcript levels were 4-fold higher or more in E15 compared to E19 for only ten percent of the genes. Given the growing evidence for the important role of choroid plexus in early stages of brain development [4,98] these particular choroidal transporters and enzymes may be involved in brain development processes rather than in neuroprotection *per se*.

**Table 2:** Average amplitude of fold changes in neuroprotective gene expression levels in E15, E19 and P2 animals relative to adults in the choroid plexus

	**TJ proteins**	**Transporters**	**Enzymes**
**E15**	5.9 ± 1.4	23.5 ± 9.2	5.1 ± 1.1
**E19**	2.5 ± 0.6	3.6 ± 0.9	2.1 ± 0.2
**P2**	1.9 ± 0.3	3.2 ± 0.7	1.9 ± 0.2
**E15 vs. E19**	*	*	**
**E15 vs. P2**	**	**	***
**E19 vs. P2**	ns	ns	ns

Data are expressed as mean ± SEM of trend-independent FC calculated back from Log_2_FC_ad_ “absolute” values for all the genes (but three), analyzed in this study and illustrated in Figures 2, 3, 4, 5, 7. *Slc22a12, Fmo3 and Ugt2a1* were excluded because FC_ad_ values at E15 could not be calculated (see figure legends). “Absolute” values of Log_2_FC_ad_ correspond to the value reported in the different figures, except that negative signs were removed. This table thus illustrates the FC amplitude independently of the variation trend, whether expression levels are higher or lower in earlier stages compared to the adult.

*, **, ***Statistical differences between developmental stages, analyzed by Kruskal-Wallis followed by Dunns multiple comparison test, *p <* 0.05, 0.01, 0.001, respectively. ns: not statistically different.

## Conclusions

The present data provide an overview of the multiple enzymatic and transport systems expressed in choroid plexus, which in conjunction with the epithelial tight junctional complexes, contribute to the protective barrier functions of the blood-CSF interface. However, it remains to be confirmed by *in vivo* testing with drugs and other xenobiotics if these systems are as functionally efficient in the developing brain as in the adult. Further characterization of these proteins to determine their localization and efficiency during development will enable more reliable risk assessment for drugs used to treat perinatal diseases. Evidence for the choroidal expression of various transcription factors involved in the induction of neuroprotective genes opens new pharmacological perspectives to improve neuroprotection at the interfaces between the blood and the central nervous system in the context of both perinatal injuries and environmental toxicity.

## Endnotes

^a^ Gene official symbols (in italic), as defined on the NCBI website, other common gene or protein names, and accession numbers (NM; number mRNA) for all genes analyzed in this study are listed in Table 1. Symbols referring to human genes or proteins are written in capital letters.

## Abbreviations

ABC: ATP-binding cassette; CSF: Cerebrospinal fluid; FC: Fold changes; qRT-PCR: Quantitative real-time polymerase chain reaction; Slc: Solute carrier; TJ: Tight junctions.

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

IK and NRS carried out the Affymetrix and qRT-PCR analyses. SAL and KS carried out the Illumina analysis. IK, SAL and JFGE performed the statistical analysis. NS, NRS and JFGE conceived and designed the study. IK and JFGE drafted the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 List of primers, amplicon sizes and MgCl2-concentrations used for qRT-PCR. Click here for file

# Supplementary material for: Developmental changes in the transcriptome of the rat choroid plexus in relation to neuroprotection
**Source:** Fluids Barriers CNS. 2013 Aug 1;10:25. doi: 10.1186/2045-8118-10-25
**Supplement:** Additional file 1 — List of primers, amplicon sizes and MgCl2-concentrations used for qRT-PCR.

**Additional file 1(PDF)****List of primers, amplicon sizes and MgCl<sub>2</sub>-concentrations used for qRT-PCR**

| Gene name               | Forward primer 5'→ 3'   | Reverse primer 5'→ 3'   | size (bp) | MgCl <sub>2</sub> |
|-------------------------|-------------------------|-------------------------|-----------|-------------------|
| AraB ( <i>E. coli</i> ) | atccccctgatcggtaaagca   | acgcctgaaaggggtgatta    | 126       | 4 mM              |
| Cldn1                   | gctaagctgctaaccctgtgg t | tctggcaagtctagcagtttgtg | 202       | 3 mM              |
| Cldn 3                  | actaccaaccgtcgatgtaccc  | ccattcgacttggacagttcct  | 188       | 3 mM              |
| Cldn 5                  | tacatgctaacctgaaagggca  | aggaggaaggcaacccttctaa  | 196       | 4 mM              |
| Cldn11                  | tgaagggaactgaaccaagcaga | aaacagcactgcttcaagatcg  | 208       | 3mM               |
| Cldn 12                 | tttaagtgttcagattgggca   | aggttgctgacacactggctc   | 181       | 4mM               |
| Cldn 19                 | caagaccccgcccacacgtg    | agcaccgtgcgctgagatcc    | 195       | 3mM               |
| Occludin                | gactgggtcagggaatatccacc | agcagcagccatgtactcttcac | 192       | 3mM               |
| Tjp1                    | ttcttgcaaagtatcccttctg  | ccacaaaagaaatcctttcaca  | 165       | 4mM               |
| Tjp2                    | ctgaatgcatgaggatcttgga  | ccacaaagtcagaggcttgaga  | 188       | 4mM               |
| Tjp3                    | gggaacagcacacggccacac   | cggccctccaggtaccacgtc   | 122       | 4mM               |
| Abcc4                   | ttccccctcgacctatcct     | taggcagctgttgcagtgg     | 124       | 4mM               |
| Abcg2                   | accacagcgaggaggcaagt    | gcaggttgaggtgccccgttt   | 105       | 3mM               |
| Sco1a4                  | ctcatattcagggggcttca    | cgggtggcaaacagtctttc    | 148       | 3mM               |
| Slco1a5                 | ttctactgcctgtgcaaga     | agcagcatgaaacgacacac    | 147       | 3mM               |
| Slco1c1                 | tgtcttgctggctgtcaatc    | atcatgcctgaccagttcc     | 111       | 4mM               |
| Slc22a17                | aatgactctcacggggattg    | gcagcaaggagggtactgag    | 138       | 3mM               |
| Slc22a8                 | ggcccttaccggagactatc    | tcttcagcgggattatttgg    | 108       | 4mM               |
| Ephx1                   | gctgtgctctgaatgactct    | ctctccaggcctccatcc      | 109       | 3mM               |

How the deposited data were processed for this re-analysis (not part of the article)

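Choroid plexuses of the lateral ventricles of rats at E19, at P2 and in adulthood were measured on Affymetrix Rat 230 2.0 arrays, with 2 arrays per stage and 6 in all. Each array held RNA pooled from several animals, so that the 2 replicates of a stage are separate pools. The paper gives 5 animals per pool at E19 and P2 and 3 per pool in the adult, and the sample labels give batches of 6 to 10 plexuses. The deposited values are signal intensity, which the authors computed with Affymetrix Expression Console and its MAS5 algorithm (version not given in the sources used here). On each array the values were scaled to a common trimmed mean, they are linear, and no further step was undone. The table held 31099 probe sets, of which 57 were controls, and 0 missing values. All columns of values were used.

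For arrays the number of replicates, not depth, limits the precision. The share of probe sets at or above 100 units was 53.3 and 53.5% on the E19 arrays, 53.5 and 52.7% on the P2 arrays and 51.0 and 50.0% on the adult arrays. Median intensities were 125 and 126 at E19, 126 and 121 at P2 and 106 and 100.4 in the adult.

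Control probe sets were removed, and probe sets with a mean of at least 100 units in at least 1 stage were kept, which left 17808. Log2 intensities of the 6 arrays were fitted with limma 3.58.1 in R 4.3.3 with 1 mean per stage, and moderated t tests were made for E19 versus adult, P2 versus adult and E19 versus P2. The fit had 3 residual and 2.15 prior degrees of freedom. P values were adjusted by the method of Benjamini and Hochberg over all tested probe sets of a comparison, and an adjusted p under 0.05 was called. A count adjusted over the list alone uses the same p values with the adjustment made over the members of that list. Every p given for a gene comes from limma. Where both arrays of a stage lay under 100 units, a fold change is given as a bound against 100 units, and where both stages did, none is given.

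Probe sets were matched to genes by the array's annotation and the RefSeq gene table of GRCr8. The annotation listed 21268 probe sets, 20832 with a single gene and 436 with several, while 9831 had no gene and 68 gene numbers found no match. A gene was represented by its single-gene probe set with the highest mean over the 6 arrays, which gave 14217 genes with 10334 tested. Genes could be named in the text if the paper names them or if they belong to one of the marker or process lists. Those among the 10 largest changes per direction could be named too. Not every gene that met this rule was named. The values in the paper's tables and figures had been seen when this rule and the lists were written. Of 129 genes named by the paper, 110 had a probe set of their own and 86 were tested. Genes without one, among them Cldn9, Abcb1b and the single Ugt1a genes, were not analysed here.

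Besides the paper's gene families, 20 lists of cell type markers and processes were tested with camera at a correlation of 0.01, adjusted over the lists of a comparison. They are choroid plexus epithelium, fibroblast and matrix, endothelium, mural cells, macrophage and myeloid, erythroid, neuron, neural progenitor, astrocyte and oligodendrocyte, motile cilium, cell cycle, CSF secretion and ion transport, antigen presentation and interferon response, complement, oxidative phosphorylation, glycolysis, cholesterol synthesis, secreted growth factors and binding proteins, thyroid hormone handling, and iron and copper handling. Cldn5 is both an endothelium marker and a tight junction gene of the paper, Slco1c1 is both in thyroid hormone handling and in a transporter family, and 5 epithelium markers, such as Aqp1 and Kcnj13, are also on the CSF secretion list. The lists, comparisons, filter and alternatives were fixed before the data were examined. Alternatives changed the filter, the scaling between arrays, the treatment of low values, the arrays in the fit, the spread estimate, the pairing, the probe sets of a gene, the threshold, the average and the set test, and left out each array in turn. A lone array was then taken to vary like those of the other stages. Other probe sets of a gene, the amplitude permutation with values under 100 units set to 100, and the count over 4-fold with bounds were added after the values were seen.

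The procedure was tested on simulated data with the arrays of this design, 17808 probe sets, 50 changed ones for each fold and 20 genes of a list shifted 2-fold. It recovered 0% of 1.5-fold, 50% of 2-fold, 88% of 4-fold and 94% of 8-fold changes, and 10 of the list genes. Of 137 calls, 11, or 8.03%, were false. A difference under 2-fold that does not pass the test is therefore left open by 2 pools per stage. Recovery where as many probe sets change as were called in the real fit, 9732 at E19, was not simulated. With 2 pools per stage, no other split of the samples was tested with limma and no test for outliers was made. Explanations weighed after the results had been seen were tested as given with them. The test of Abcc9 against the endothelium markers was set 3 times, each time after the value before had been seen: on all tested markers with a limit of 1 SD, on the markers measured at both stages with 1 SD, and on the latter with 2 SD. The values of all 3 are given. The test of epithelial share was moved, after its result was seen, from all tested markers to those measured at both stages, and the test of sex was renamed, after its result was seen, from differences between stages to differences between pools of a stage. The test of myelin was first read as met and later set aside as deciding nothing.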

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

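All tests of explanations given here were chosen after the results they bear on had been seen. Results are given because they concern genes outside those the paper discusses, or because E19 and P2 differed in a test of the difference itself.

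Abcc9 and Slco2a1 were higher at E19 and P2 together with most tested endothelium, fibroblast and matrix markers. At E19 a lower share of epithelial cells as the sole change, raising every other cell type alike, is argued against. The median log2 fold change at E19 was 2.67 over 9 endothelium markers measured at both stages and -0.14 over 13 macrophage and myeloid markers. The difference was 2.81 (SD of the members 0.86, permutation p = 0.00037, genes being taken as independent and in place of the 2 pools). A lower epithelial share together with a change in the macrophages was not tested and stays open. Of 17 tested epithelium markers, 10 were lower and 1 higher at E19 (median -0.77). At P2 the epithelial share was not tested, and there 9 of 17 macrophage and myeloid markers were higher and 1 lower (median 0.54). A larger share of endothelial cells at E19 could account for Slco2a1, whose bound lay -0.79 from that endothelium median, but a bound leaves the rise itself open. The bound of Abcc9 lay 0.75 above it, over 1 SD of these markers (0.61) and under 2, and 1.16 above the median of all tested markers (SD 0.82). At the limit of 1 SD set first, both values argue against endothelial share for Abcc9; at 2 SD, to which the limit was widened after they were seen because Emcn, itself a marker, lay at 3.58, it cannot be told apart. A change of expression with age, and more pericytes, stay open and untested; Kdr, one of these markers, had 4013 units at E19 and 1042 in the adult, and Cldn5 among them is also a gene of the study.

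Myelin transcripts were present in the adult pools, with Mbp at 1989 and 656 units and at most 77.0 on any younger array. Myelinated brain tissue left on adult plexuses in unequal amounts cannot be told apart from the growth of myelin with age. The paper reports a check under a stereomicroscope that no contaminating tissue was present. Over Mbp, Mog, Mobp and Mag, the 4 tested oligodendrocyte genes under 100 units on each younger array, adult pool 1 exceeded pool 2 by a median of 2.9-fold (3.03, 3.06, 2.76 and 1.29, Mog with 46.1 units in pool 2), while Cnp, also expressed in the younger pools, stood at 1.02. That median decides nothing, since these genes were picked for being present in the adult alone, Mbp among them prompted the test, and it sets 1 pool against 1 other. Between the same pools Snap25 stood at 1.49, Elavl3 at 1.78, Map2 at 0.912, Gfap at 1.56, Aqp4 at 0.978 and Cldn11, a claudin of myelin that the study counts among tight junction genes, at 1.61.

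Xist, which is expressed from the inactive X chromosome of females, lay between 926 and 1623 units in the younger pools and between 0.934 and 3.35 in the adult ones on its brightest probe set (down to 215 and up to 29.5 over all 4). Both sexes in the younger pools and males alone in the adult pools, whose animals the paper gives as male, may explain this: Eif2s3y, a Y-linked gene, was lower in the pool with more Xist at E19 and at P2. Between the stages Eif2s3y had 806 units at E19, 817 at P2 and 2201 in the adult, and Uty, another gene annotated to the Y chromosome, went the other way, with 1789, 1432 and 1045. If the share of females were the main source of pool differences in the study's genes, those differences would go together at E19 and P2. Each taken as more Xist minus less, they did not, at r = -0.42 over 86 genes (permutation p = 0.00028, 95% interval -0.58 to -0.23, Spearman -0.18, p = 0.0883). Over all tested probe sets r was -0.06. Genes are not independent replicates and each stage sets 1 pool against 1 other, so the test does not decide on this source. The share of females stays open as a source, and sex and stage stay confounded between the adult and the younger pools.

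Genes of the cell cycle had a median log2 fold change of 3.00 at E19 and 2.80 at P2 (2.28 and 2.19 with members under 100 units at their bound). The median of the endothelium markers was 2.27 at E19 and 2.62 at P2 (1.83 and 2.51 with bounds). Fibroblast and matrix markers had medians of 2.07 and 2.01 (1.89 and 1.8 with bounds), and mural markers 2.02 at P2 (1.00 with bounds). Erythroid markers stood at 2.77 at E19, 2.14 at P2 (2.18 and 1.06 with bounds) and 0.91 between E19 and P2 (camera adjusted p = 0.00237, adjusted p = 0.385 with an estimated correlation). Macrophage and myeloid markers stood at 0.54 at P2 and -0.59 between E19 and P2 (camera adjusted p = 6.13e-05, adjusted p = 0.385 with an estimated correlation). Epithelium markers stood at -0.77 and -0.26. Astrocyte and oligodendrocyte markers stood at -2.35 and -0.95 (-1.29 and -0.54 with bounds).

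Cilium genes had medians of 0.34 at E19 and 0.45 at P2. Those of CSF secretion and ion transport were -1.18 and -0.69, and those of cholesterol synthesis -1.0 and -0.79. Antigen presentation and interferon response stood at -1.03 at E19, -0.56 at P2 and -0.50 between E19 and P2 (-0.82, -0.45 and -0.31 with bounds), the last with a camera adjusted p = 0.00237 and an adjusted p = 0.385 with an estimated correlation. Oxidative phosphorylation stood at -0.33 and -0.24, and glycolysis at -0.37 at P2.

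Between E19 and P2, 13 genes of the study differed in the test of the difference itself. Hmox1 was higher at E19 (log2 1.41, adjusted p = 0.0272). Among transporters, Slco1a4 (-1.8), Slco1a5 (-0.84), Slco1c1 (-0.71), Slc22a7 (-1.12) and Slc22a8 (-0.70) were lower at E19 than at P2. The junction genes Cldn2 (-0.90) and F11r (-0.69), the enzymes Sult1a1 (-0.97), Gsta1 (-0.81), Gstm1 (-0.55) and Sod3 (-1.28), and the receptor gene Nr1i2 (-0.80) were lower too. Without any 1 of the 4 arrays of these stages each of these calls ended, with values such as -2.0 to -1.6 for Slco1a4, -1.49 to -1.06 for Sod3, 1.31 to 1.51 for Hmox1, -0.98 to -0.82 for Cldn2 and -1.28 to -0.95 for Slc22a7. For the rest they were -0.72 to -0.67 for F11r, -0.84 to -0.83 for Slco1a5, -0.73 to -0.68 for Slco1c1, -0.73 to -0.67 for Slc22a8, -1.12 to -0.82 for Sult1a1, -0.84 to -0.77 for Gsta1, -0.58 to -0.52 for Gstm1 and -0.86 to -0.74 for Nr1i2. Of all probe sets, 624 were higher and 645 lower at E19 than at P2, and 0 and 0 without either E19 pool, without P2 pool 2 or with no filter, and 4 and 2 without P2 pool 1.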

How the results depend on the processing

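The other probe sets of a gene, the permutation of fold amplitudes with values under 100 units set to 100, and the count of genes over 4-fold with bounds were chosen after the values were seen. Of 484 results for single genes, 342 kept their side of the threshold and, where called, their direction under each alternative set beforehand, with each array left out in turn. No called result turned direction under quantile normalization or median centring. These counts do not cover the sign of uncalled values close to no change. Median centring moved the median of all probe sets by -0.11 at E19, which would turn a value such as the 0.02 of Ephx1. Ocln turned to 0.087 at E19 with the mean of its probe sets, and to 0.47 at E19 and 0.28 at P2 on its other probe set. On another probe set Jam2 turned to -0.79 and -0.88, Marveld1 to -0.16 and -0.20, and Slc22a8 to 0.30 at P2. None of these turned values passed the test. No filter weakened 80 gene results, and an intensity trend with robust estimation strengthened 27.

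With at least a 2-fold change, 2483 probe sets were higher and 1403 lower at E19, 2243 and 1073 at P2, and 189 and 224 between E19 and P2. At an adjusted p under 0.01 these were 3455 and 2602, 2929 and 1997, and 0 and 0 from limma, with 4954 at an unadjusted p under 0.05 between E19 and P2. With no filter, 2277 were lower at P2, and 0 were higher and 0 lower between E19 and P2 by limma (4879 at an unadjusted p under 0.05). Between E19 and P2, 50 units added gave 1109 and 1059, values under 100 set to 100 gave 1168 and 1119, and trend and robust estimation gave 1330 and 1422. The replicate block gave 49 and 72, though the replicate numbers do not pair samples (correlations of pool differences -0.06, -0.04 and 0.00694).

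With no filter, 7 tight junction genes and 7 transporters changed at P2. Of transcription factors 1 changed at E19 with no filter, 1 with quantile normalization and 1 with the replicate block, and at P2 1 with no filter and 4 with trend and robust estimation. With an estimated correlation, camera called 0 lists up and 0 down in each comparison (5 at E19, 3 at P2 and 2 between E19 and P2 at an unadjusted p under 0.05), while fry, which tests a list against no change, called 10 up and 7 down at E19, 11 up and 8 down at P2, and 2 up and 5 down between E19 and P2. The mean of the probe sets of a gene gave 4 down between E19 and P2. The correlation estimated for camera was -0.012 for the cell cycle list and -0.021 for antigen presentation and interferon response. Both lay under the preset 0.01, so correlation between genes does not explain the larger p of these lists.

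The average fold change of tight junction genes at E19 was 2.45 with no filter, 1.88 with quantile normalization, 1.84 with 50 units added and 1.83 with the mean of probe sets. For transporters at E19 it was 2.5 with values under 100 set to 100 and 2.27 over genes with an adult mean of at least 100 units. For enzymes, no filter, quantile normalization, 50 units added, values under 100 set to 100 and an adult mean of at least 100 units gave 2.36, 2.09, 1.91, 2.02 and 2.01 at E19, and 2.05, 2.04, 1.87, 1.98 and 1.8 at P2. With a mean of the pools of at least 100 units, the share within 2-fold was 99.80% at E19, 99.25% at P2, 99.42% in the adult and 99.49% over all. With both pools at 200 units or more it was 100%, 99.73%, 99.93% and 99.88%. The mean difference between pools was 15.1% of the lower value, 6.34% for each pool from the mean and 23.2% with no filter.

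Leaving out 1 array at a time gave 3615 to 5212 higher and 2864 to 4190 lower probe sets at E19 (fewest without E19 pool 2), 3628 to 4298 and 2777 to 3243 at P2, and 0 to 545 and 0 to 550 between E19 and P2, where limma gave 0 without either E19 pool or P2 pool 2 and 4 higher and 2 lower without P2 pool 1 (3161, 3222, 3869 and 4207 at an unadjusted p under 0.05). Changed tight junction genes were 9 to 12 at E19 and 8 to 10 at P2 (8 without P2 pool 1), transporters 13 to 19 and 10 to 14, and enzymes 18 to 27 (18 without E19 pool 1) and 20 to 24. Transcription factors were 1 to 2 at E19 (1 without either E19 or either adult pool) and 1 to 2 at P2 (1 without P2 pool 2). Lists up were 5 to 6, 7 to 8 and 1 to 1, and lists down 6 to 6, 7 to 7 and 2 to 3, for E19 versus adult, P2 versus adult and E19 versus P2. Average fold changes at E19 and P2 were 1.95 to 2.55 (highest without E19 pool 2) and 1.68 to 2.17 for tight junction genes, 3.67 to 6.56 and 2.65 to 4.36 for transporters (both highest without adult pool 2), and 2.15 to 2.23 and 2.09 to 2.2 for enzymes. Ttr in the adult was 11640.1 to 14847 units, at ranks 61 to 158, 61 without adult pool 2 and 158 without adult pool 1.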

Differences from the paper's values

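The other probe set of Ocln was looked at after the values were seen; all other alternatives named here were set before the data were examined. Of 155 log2 fold changes read by eye from the paper's figures, 142 lay within the spread of the values here and 13 differed.

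For Cldn12 the paper's value is about 0.72 at E19 and about 1 at P2 in Fig. 2, read by eye, against 0.32 and 0.28 here. For Cldn2 the paper's value is about -1.2 at E19 and about -0.25 at P2 in Fig. 2, read by eye, against -1.83 and -0.94. For Ocln the paper's value is about 0.45 at E19 and about 0.29 at P2 in Fig. 2, read by eye, against -0.30 and -0.33. For each of these 6 values none of the 17 alternatives set before the data were examined reached it. The other probe set of Ocln, chosen after seeing the values, gave 0.47 and 0.28, close to the paper's values, and passed no test. Ocln is also among the genes for which the paper reports an E19 change of the same sign by qRT-PCR and array. With its figure value of about 0.45, this puts Ocln higher at E19 by both methods, against the -0.30 here. For Tjp3 the paper's value is about 0.53 at E19 and about 0.91 at P2 in Fig. 2, read by eye, against 0.91 and 0.52 here, so that each paper value lies close to the value here of the other stage. At E19 none of the 17 alternatives set before the data were examined came within the spread of it. At P2 the fits without P2 replicate 2 and without adult replicate 1 did while the others did not.

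For Slc29a1 the paper's value at E19 is about -0.9 in Fig. 3, read by eye, against -0.38 here. Quantile normalization, median centring and the fits without E19 replicate 2 or without adult replicate 2 came within the spread of it. The other 13 did not. For Fmo1 the paper's value at P2 is about 2.2 in Fig. 4, read by eye, against 0.84 here. The fits without P2 replicate 2 and without adult replicate 2 came within the spread of it, and the other 14 did not. For Sod2 the paper's value is about -1.9 at E19 and about -1.6 at P2 in Fig. 5, read by eye, against -0.75 and -0.60 here, and for both none of the 17 alternatives set before the data were examined reached it. For Maoa the paper's value at E19 is about -0.5 in Fig. 7, read by eye, against -0.37 here. Median centring and the fit without E19 replicate 1 came within the spread of it, and the other 15 did not.

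The paper gives fold changes for Cldn6, Cldn10, Slc22a6, Slc28a2, Slc29a2, Fmo2, Fmo4, Ahr, Arnt, Nr1i3 and Rxra. All had means under 100 units at E19, P2 and adult here and were not tested, and Rxra, which the paper counts among highly expressed genes, had an adult mean of 15.7 units. Cldn3, counted there with the highly expressed genes, had an adult mean of 393 units, under the paper's own limit, with 941 at E19. Gsta3 is named as highly expressed, while the probe set annotated to Gsta3 alone had an adult mean of 29.1 units, and the paper's profile of Gsta3 matches the probe set annotated here to Gsta1 (-1.36 at E19 and -0.55 at P2).

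The paper states that Gpx genes were similar or higher near birth. Here Gpx3 and Gpx7 were higher, Gsr did not pass the test, and Gpx1, Gpx4 and Gpx8 were lower, at log2 fold changes of -0.24, -0.53 and -0.48 at E19. The Gpx1 call ended at E19 and at P2 when any 1 of the 6 arrays was left out, and the Gpx8 call at E19 ended without E19 pool 1 (log2 -0.44). The paper places the transcription factors other than Nr1i2 as steady. Here Hif1a was lower at both stages, though not at E19 without either E19 pool or either adult pool (log2 -0.33 to -0.26) nor at P2 without P2 pool 2 (log2 -0.39), and the other 4 tested did not pass. The range it gives for E19 does not hold Nr1i2, which the sentence before sets apart and which was at least 3.47-fold lower here. It states that the Slc22 genes, Slc22a12 apart, lie within a set limit at E19, which the fitted log2 value of Slc22a15 of 2.08 (1.06 to 3.11 without either adult pool) slightly exceeds and its bound does not. It describes Slco1a4 as equal or higher before adulthood, while Slco1a4 was 2.3-fold lower at E19 here. It describes Cyp2j4 and Cyp2u1 as unchanged. Here Cyp2j4 was at least 1.22-fold higher at E19, while Cyp2u1 did not pass at E19 and was higher by 0.33 at P2. The Cyp2j4 call at E19 ended without either E19 pool or adult pool 2, and that of Cyp2u1 at P2 ended when any 1 of the 6 arrays was left out (log2 0.25 to 0.41). The paper describes Ephx2 as more abundant before adulthood, which was called here at P2 and not at E19 (adjusted p = 0.0774), though at E19 the fit without E19 replicate 2 called it (log2 1.89). It marks the average fold amplitude of transporters as not different between E19 and P2, in a test over genes that took in E15 too. Here a permutation over genes paired between E19 and P2, another test, passed for transporters (adjusted p = 0.00237). For Abcc9 and Slco2a1 the bounds of 10.7 and 3.68 here lie under the paper's 16-fold, and the log2 ratio of arithmetic means, set before the data were examined, gave 4.00 and 4.13.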

Other observations

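Most tested genes of CSF secretion were lower before adulthood. Markers of the choroid plexus epithelium, 5 of which are also on the CSF secretion list, moved the same way. Of 17 tested, 10 were lower and 1 higher at E19, and 9 were lower and 0 higher at P2. Kcna1, a potassium channel, was at least 9.87-fold lower at E19 and P2, and Atp1b2, a subunit of the sodium pump, was 8.74-fold lower at E19 and 4.9-fold lower at P2 (adjusted p = 7.57e-05 and 0.000183 from limma, n = 2 pools per stage). Slc4a10, a bicarbonate transporter, was 5.67-fold and 2.76-fold lower, and the chloride cotransporter Slc12a2 was lower, with log2 fold changes of -0.69 and -0.53. Of 16 tested, the list gave 1 higher, 12 lower and 3 not passing the test at E19 (1 higher and 12 lower adjusted over the list alone, camera adjusted p = 0.000356, adjusted p = 0.254 with an estimated correlation) and 0 higher, 11 lower and 5 not passing the test at P2 (0 higher and 11 lower adjusted over the list alone, camera adjusted p = 0.000187, adjusted p = 0.233 with an estimated correlation). Genes of antigen presentation were mostly lower too: Cd74, the invariant chain, was 12.2-fold lower at E19 and 7.45-fold lower at P2, while the interferon-induced Ifitm3 was 3.12-fold and 5.24-fold higher. Of 24 tested, that list gave 3 higher, 16 lower and 5 not passing the test at E19 (3 higher and 17 lower adjusted over the list alone, camera adjusted p = 0.00126, adjusted p = 0.186 with an estimated correlation) and 5 higher, 13 lower and 6 not passing the test at P2 (5 higher and 14 lower adjusted over the list alone, camera adjusted p = 0.0104, adjusted p = 0.213 with an estimated correlation). Most tested genes of cholesterol synthesis were lower, with Idi1 at -1.94 and -1.54 and Cyp51 at -1.79 and -1.77. Its 17 tested genes gave 0 higher, 13 lower and 4 not passing the test at E19 (1 higher and 13 lower adjusted over the list alone, camera adjusted p = 6.37e-05, adjusted p = 0.254 with an estimated correlation) and 0 higher, 13 lower and 4 not passing the test at P2 (0 higher and 13 lower adjusted over the list alone, camera adjusted p = 1.76e-05, adjusted p = 0.233 with an estimated correlation). Of the tested genes of motile cilia, 7 of 12 were higher. The E19 calls of Tekt4, Dnai1 and Ak7 ended without E19 pool 2 (log2 0.94, 0.60 and 0.74 in that order). That of Tekt4 also ended without adult pool 2 (log2 1.03), and that of Dnai1 without either P2 pool or adult pool 2 (log2 0.82 to 0.95). At P2 the Dnai1 call ended without either P2 pool or either adult pool (log2 0.77 to 1.03), and the Tekt4 call without adult pool 2 (log2 1.09). Tppp3 stood furthest out, 12.6-fold higher at E19, and the cilium regulator Foxj1 had a log2 fold change of 0.38 (adjusted p = 0.0151). The 12 tested gave 7 higher, 0 lower and 5 not passing the test at E19 (7 higher and 0 lower adjusted over the list alone, camera adjusted p = 0.0193, adjusted p = 0.254 with an estimated correlation) and 7 higher, 0 lower and 5 not passing the test at P2 (7 higher and 0 lower adjusted over the list alone, camera adjusted p = 0.0159, adjusted p = 0.233 with an estimated correlation).

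Secreted growth factors and binding proteins went both ways. Igfbp3 was 11.9-fold higher at E19 and 18.9-fold higher at P2, Ptn 8.57-fold and 15.1-fold, and Tgfb2 was 21.5-fold and 14.5-fold lower (all by limma, n = 2 pools per stage). The 15 tested gave 6 higher, 3 lower and 6 not passing the test at E19 (7 higher and 3 lower adjusted over the list alone, camera adjusted p = 0.572, adjusted p = 0.639 with an estimated correlation) and 8 higher, 3 lower and 4 not passing the test at P2 (8 higher and 3 lower adjusted over the list alone, camera adjusted p = 0.282, adjusted p = 0.351 with an estimated correlation). In iron and copper handling, the ferroxidase Heph was 6.14-fold higher at E19 and the transferrin receptor Tfrc 2.07-fold lower. Its 10 tested genes gave 4 higher, 4 lower and 2 not passing the test at E19 (4 higher and 4 lower adjusted over the list alone, camera adjusted p = 0.987, adjusted p = 0.99 with an estimated correlation) and 4 higher, 2 lower and 4 not passing the test at P2 (4 higher and 2 lower adjusted over the list alone, camera adjusted p = 0.469, adjusted p = 0.599 with an estimated correlation). In glycolysis Aldoc was 4.7-fold lower at E19 and the glucose transporter Slc2a1 was higher by 0.89. The 13 tested gave 3 higher, 7 lower and 3 not passing the test at E19 (4 higher and 7 lower adjusted over the list alone, camera adjusted p = 0.0696, adjusted p = 0.502 with an estimated correlation) and 0 higher, 9 lower and 4 not passing the test at P2 (1 higher and 9 lower adjusted over the list alone, camera adjusted p = 0.00334, adjusted p = 0.309 with an estimated correlation). Among complement genes C1s was 4.77-fold higher at E19 and C3 at least 5.28-fold lower, and the 6 tested gave 4 higher, 1 lower and 1 not passing the test at E19 (4 higher and 1 lower adjusted over the list alone, camera adjusted p = 0.248, adjusted p = 0.396 with an estimated correlation) and 4 higher, 1 lower and 1 not passing the test at P2 (4 higher and 1 lower adjusted over the list alone, camera adjusted p = 0.118, adjusted p = 0.309 with an estimated correlation). Of neural progenitor markers, Slc1a3 was 5.04-fold higher at E19 and Nes at least 2.57-fold higher, and the 4 tested gave 3 higher, 1 lower and 0 not passing the test at E19 (3 higher and 1 lower adjusted over the list alone, camera adjusted p = 0.271, adjusted p = 0.543 with an estimated correlation) and 3 higher, 0 lower and 1 not passing the test at P2 (3 higher and 0 lower adjusted over the list alone, camera adjusted p = 0.0932, adjusted p = 0.331 with an estimated correlation).

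The genes with the 10 largest fitted changes per direction mostly rest on a stage under 100 units. Their order is thus not one of measured changes. A rule set beforehand allowed these genes to be named, and only some of them are named here. Some bounds lie under the measured rises of Col3a1 (14.8-fold) and Rgs5 (14.1-fold) and the measured falls of Prlr (21.8-fold) and Tgfb2 (21.5-fold) at E19. Among the rises at E19 were Xist, the lens crystallin gene Crygb (at least 21.2-fold), the embryonic globin genes Hbe1 (at least 28.0-fold) and Hbg1 (at least 6.22-fold), Lrrn3 (at least 15.5-fold), Cpxm1 (at least 14.9-fold) and Ccna1 (at least 4.84-fold). At P2 Col14a1 (at least 37.9-fold), the angiotensin receptor gene Agtr1a (at least 10.2-fold) and Ccno (at least 9.41-fold) were among them. Among the falls at E19 were Abca4 (at least 36.2-fold lower), Adipoq (at least 35.6-fold lower), Cox8b (at least 35.0-fold lower), Ptgis (at least 7.17-fold lower) and Grp (at least 4.38-fold lower).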
